# Membrane Tension Gates ERK-Mediated Regulation of Pluripotent Cell Fate

**DOI:** 10.1016/j.stem.2020.10.018

**Published:** 2021-02-04

**Authors:** Henry De Belly, Aki Stubb, Ayaka Yanagida, Céline Labouesse, Philip H. Jones, Ewa K. Paluch, Kevin J. Chalut

**Keywords:** Embryonic stem cells, pluripotency, Membrane tension, ERK, Endocytosis, Beta-catenin, mechanical signalling, Cell fate choice, Cell surface mechanics

## Abstract

Cell fate transitions are frequently accompanied by changes in cell shape and mechanics. However, how cellular mechanics affects the instructive signaling pathways controlling cell fate is poorly understood. To probe the interplay between shape, mechanics, and fate, we use mouse embryonic stem cells (ESCs), which change shape as they undergo early differentiation. We find that shape change is regulated by a β-catenin-mediated decrease in RhoA activity and subsequent decrease in the plasma membrane tension. Strikingly, preventing a decrease in membrane tension results in early differentiation defects in ESCs and gastruloids. Decreased membrane tension facilitates the endocytosis of FGF signaling components, which activate ERK signaling and direct the exit from the ESC state. Increasing Rab5a-facilitated endocytosis rescues defective early differentiation. Thus, we show that a mechanically triggered increase in endocytosis regulates early differentiation. Our findings are of fundamental importance for understanding how cell mechanics regulates biochemical signaling and therefore cell fate.

## Highlights

• Membrane tension decreases in early differentiation of embryonic stem cells
• Membrane tension drop leads to increase in endocytic ERK signaling and fate transition
• Membrane tension drop initiated by regulatory axis, including β-catenin, RhoA, and ERM
• Preventing membrane tension drop results in developmental defects

## Introduction

The integration of mechanics with cell signaling has a crucial impact on cell function. A number of studies have highlighted the importance of sensing the mechanical properties of the extracellular environment in developmental morphogenesis (Heisenberg and Bellaïche, 2013; Koser et al., 2016), immunity (Solis et al., 2019), tumorigenesis (Halder et al., 2012), and wound healing (Razzell et al., 2014). The influence of extracellular mechanical cues is also emerging as a key player in tissue homeostasis (Gudipaty et al., 2017; Pepe-Mooney et al., 2019; Yui et al., 2018) and stem cell function and fate choice (Engler et al., 2006; Przybyla et al., 2016; Segel et al., 2019; Totaro et al., 2017). Most of these studies have focused on how the mechanics of the environment, in particular substrate stiffness, affects cell function.

At the same time, several studies suggest that changes in cell shape correlate with changes in signaling and fate. For example, it was shown that serum response factor signaling is regulated by spreading in epidermal stem cells (Connelly et al., 2010), and Stat3 signaling is linked to spreading in embryonic stem cells (Murray et al., 2013). It was also shown that the extent of spreading may affect fate choice in mesenchymal stromal cells (McBeath et al., 2004). Importantly, cell shape is controlled by forces exerted by the cytoskeleton on the cell surface; thus, it is a direct readout of intrinsic cell mechanics (subsequently cell mechanics, reviewed in Clark et al., 2014 and Heisenberg and Bellaïche, 2013). Therefore, cell mechanics and substrate stiffness could both affect signaling. However, cell and substrate mechanics are often coupled (Tee et al., 2011). As a result, studying the effects of cell mechanics on cell function is challenging, and the mechanisms by which the intrinsic mechanical properties of a cell could affect signaling remain elusive.

An excellent model system to investigate mechanical signaling in the context of a well-defined fate transition is embryonic stem cells (ESCs). Mouse ESCs possess the ability to produce all tissues, a property called pluripotency (Avior et al., 2016; Chen et al., 2016). These cells can be maintained indefinitely in a “naive” state (Evans and Kaufman, 1981; Ying et al., 2008) and ushered through distinct phases of pluripotency (Kalkan et al., 2017), including the highly characterized first stage of differentiation, exit from naive pluripotency (Kalkan et al., 2017; Mulas et al., 2019). The signaling requirements of exit from naive pluripotency are well understood; the process has been shown to be primarily driven by fibroblast growth factor/extracellular signal-regulated kinase (FGF/ERK) signaling (Kunath et al., 2007; Nett et al., 2018). Interestingly, it was recently shown that ESCs are not sensitive to external mechanical cues (Verstreken et al., 2019), yet ESCs display a striking shape change, from round to spread, as they exit naive pluripotency (Chalut and Paluch, 2016), indicative of changes in cell mechanics. Thus, mouse ESCs constitute a particularly appropriate model system to dissect the role of cell mechanics in signaling in a well-defined fate transition.

Here, we show that the shape change observed in early ESC differentiation is driven by a reduction in effective membrane tension. We demonstrate that this change in membrane tension is regulated by the key pluripotency factor β-catenin (Wray et al., 2011). We further show that the decrease in membrane tension accompanying early differentiation leads to the increased endocytosis of FGF signaling components. This results in the increased activity of ERK, which is necessary for exit from naive pluripotency. Our study unveils a key mechanism whereby changes in cellular mechanics regulate the signaling that drives fate transitions.

## Results

### Early Differentiation of ESCs Correlates with Membrane Tension Reduction and Spreading

To study the interplay between cell shape and cell fate change, we asked whether cell shape correlates with fate during the early stages of exit from naive pluripotency. ESCs were cultured on gelatin-coated plates and maintained in N2B27 medium supplemented with the mitogen-activated protein kinase kinase (MEK)/ERK inhibitor PD0325901, the glycogen synthase kinase 3 (GSK3) inhibitor/β-catenin agonist CHIRON (CHIR), and leukemia inhibitory factor (the culture medium known as 2i+L) (Mulas et al., 2019). Exit from naive pluripotency was initiated by withdrawing the inhibitors and culturing cells in N2B27 medium alone. After 24 h in N2B27 (T24), cells displayed a mixture of shapes, with most cells already flat and spread, and some still round and in colonies (Figures 1A and S1A). This heterogeneity is consistent with previously described asynchrony in exit from naive pluripotency (Kalkan et al., 2017). To identify a potential correlation with cell fate, we fixed the cells and, in cells of different shapes, quantified the expression of Nanog, a marker of naive pluripotency, and Otx2, a transcription factor upregulated in cells that have exited naive pluripotency (Kalkan et al., 2017). We found that Nanog levels were significantly higher and Otx2 significantly lower in round cells as compared to spread cells (Figures 1B and 1C), thus establishing a correlation between cell shape and exit from naive pluripotency.

**Figure 1:**
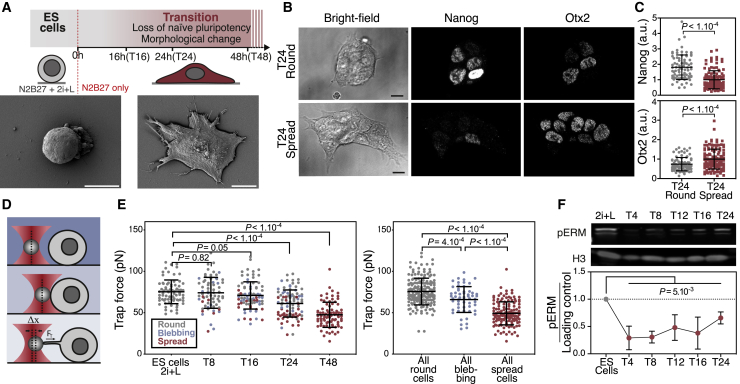
Membrane Tension Is Reduced in ESCs during Early Differentiation (A) Top: schematic of experimental setup to investigate exit from naive pluripotency in ESCs; bottom: SEM images of ES and T48 cells. (B) Representative single z planes of T24 cells immunostained for Nanog and Otx2. (C) Quantification of Nanog and Otx2 levels (from images as in B) in round (gray dots) and spread (red dots) T24 cells (N = 3). (D) Schematic of membrane tension measurement using optical tweezers. (E) Left: trap force (direct readout of membrane tension) during exit from naive pluripotency of ES, T8, T16, T24, and T48 cells (means ± SDs; 5 independent experiments). The data are color coded based on cell shape (gray, round; orange, blebbing; red, spread). Right, same data as left panel but with all of the data grouped by shape (e.g., all of the blebbing cells correspond to all of the blebbing cells observed in T8, T16, and T24). (F) Representative fluorescent Western blot for pERM and His3 in ESCs and at various time points during exit from naive pluripotency and corresponding quantification (N = 4). p value was calculated using a 2-way analysis of variance (ANOVA). For all of the panels, graphical data represent means ± SDs. Unless otherwise indicated, for all panels, p values were established by Welch’s unpaired Student’s t test. Scale bars represent 10 μm.

We next characterized the dynamics of cell spreading during exit from naive pluripotency. To do this, we captured time-lapse images of ESCs stably expressing LifeAct-GFP to visualize filamentous actin (Video S1). We observed that, before spreading, the cells displayed a phase of intense blebbing (Figures S1B–1D). Notably, blebbing is often a sign of low membrane-to-cortex attachment (Charras and Paluch, 2008), a key mechanical parameter controlling the apparent tension of the plasma membrane. Apparent membrane tension (subsequently referred to as “membrane tension”) depends on the in-plane tension of the lipid bilayer and on membrane-to-cortex attachment, and is a measure of the resistance of the plasma membrane to deformations (Pontes et al., 2017a). As such, it is a major regulator of cell shape (Diz-Muñoz et al., 2013). Furthermore, in our scanning electron microscopy (SEM) images T48 cells displayed more surface membrane folds and reservoirs compared to naive cells (Figures 1A and S1A), suggesting differences in membrane tension (Pontes et al., 2017a).

Video S1. Time-Lapse (Confocal) of LifeAct ESCs Exiting Naive Pluripotency, Related to Figure 1 Movie starts at 6 h after medium change to N2B27. One frame is shown every 20 min.

We next asked whether exit from naive pluripotency is associated with a change in membrane tension. To address this, we used a tether pulling assay using optical tweezers (Figures 1D, 1E, and S1E; Video S2), in which the force exerted on the bead by the membrane tether (the “trap force”) is a direct readout of membrane tension (Diz-Muñoz et al., 2013). We found that ESCs significantly decrease their membrane tension as they exit naive pluripotency (Figure 1E). Moreover, at T24, when cell populations display mixed morphologies, round cells had a significantly higher membrane tension than blebbing and spread cells. This is consistent with previous studies showing that cell spreading is facilitated by decreased membrane tension (Pontes et al., 2017b; Raucher and Sheetz, 2000). Therefore, we conclude that cell spreading during exit from naive pluripotency occurs concomitantly with a decrease in plasma membrane tension.

Video S2.Time-Lapse (Bright Field) of an ESC, in Which a Membrane Tube Is Pulled with an Optical Tweezer, Related to Figure 1 One frame is shown every second. A red target has been added to visualize the center of the laser trap.

Membrane tension has been shown to be regulated largely by linkers between the plasma membrane and the underlying actomyosin cortex, such as ezrin-radixin-moesin (ERM) and myosin I proteins (Nambiar et al., 2009; Pontes et al., 2017a). To narrow the list of potential regulators of membrane tension, we checked the expression of genes encoding for linker proteins in ESCs and in their *in vivo* counterpart, the pre-implantation epiblast, using a published dataset (Boroviak et al., 2015). We found that ERM proteins, and in particular Ezrin, were up to 10 times more expressed than myosin I proteins. We thus focused on ERM proteins, which are activated by phosphorylation (Gautreau et al., 2000). At the population level, we found that the level of phosphorylated ERM (pERM) was sharply decreased after 2i+L removal (Figures 1F and S1F). We confirmed these results using immunostaining of T16 cells, which showed that spread cells have lower levels of pERM than round cells (Figures S1G–S1J).

### The Decrease in Membrane Tension during Early Differentiation Is Induced by a β-Catenin-Mediated Decrease in ERM Phosphorylation

We then investigated which pluripotency-regulating signaling pathway is primarily responsible for the decrease in pERM upon removal of ESC media. We reduced the medium to the minimal signaling environment necessary to maintain naive pluripotency (2i) (Ying et al., 2008). We then separately removed PD0325901 (PD03) and CHIR from 2i to study the effects of MEK/ERK activation and GSK3b activation, respectively. We found that, while PD03 removal did not lead to a pERM and decrease, CHIR removal resulted in a rapid and significant decrease in pERM and decrease in membrane tension (Figures S2A–S2C), pointing to a role for GSK3b signaling in regulating pERM levels. Given that increased GSK3b activation leads to β-catenin degradation (Liu et al., 2002), and that β-catenin is partly localized at the plasma membrane, we asked whether β-catenin depletion would lead to a decrease in pERM and subsequent decrease in membrane tension. To address this question, we measured pERM levels and membrane tension in β-catenin knockout (KO) ESCs (Wray et al., 2011) and found that both were significantly lower compared to wild-type (WT) ESCs (Figures 2A and 2B). These results suggest that GSK3b-driven β-catenin degradation mediates a decrease in pERM, which in turn controls membrane tension and cell shape during exit from naive pluripotency.

**Figure 2:**
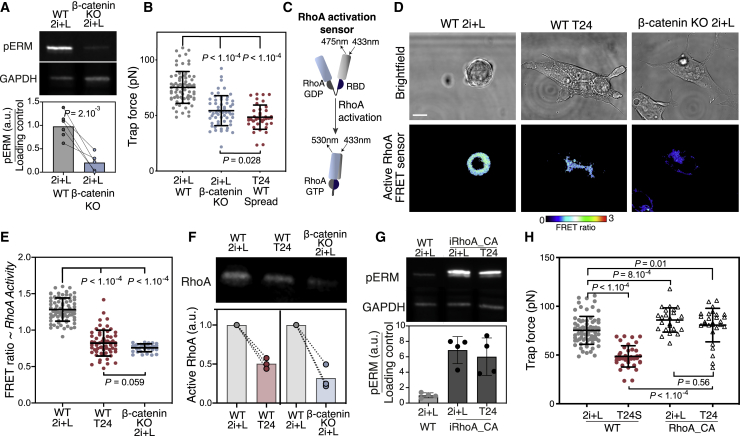
The Decrease in Membrane Tension during Early Differentiation Is Induced by a β-Catenin and RhoA-Mediated Decrease in ERM Phosphorylation (A) Fluorescent Western blot and associated quantification for pERM and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) of WT and β-catenin knockout (KO) cells cultured in 2i+L (N = 6). (B) Trap force measurements of β-catenin KO ESCs and WT ESCs and T24 spread (S) cells (N = 3). (C) Schematic of the FRET sensor for RhoA activity. RBD, Rho binding domain. (D) Representative images of the bright-field and FRET ratio of WT ESCs, T24 cells, and β-catenin KO ESCs expressing the RhoA activation FRET sensor. (E) Quantification of the average FRET ratio (~RhoA activity) per cell (N = 3). (F) Active RhoA pull-down assay. Top, representative fluorescent Western blot for RhoA in WT ESCs, T24, and β-catenin KO cells after active RhoA pull-down. Bottom, quantification of active RhoA pulled down. (N = 3). (G) Top, representative fluorescent Western blot for pERM and GAPDH in WT ESCs, iRhoA_CA ESCs, and T24 cells. Note that WT 2i+L is the same as in (A) (A and G are on the same gel). Bottom, corresponding quantification (N = 4). (H) Trap force measurement of WT ESCs, T24S, iRhoA_CA ESCs, and T24 cells (N = 3). WT data in (B) and (H) are from Figure 1E. The graphical data represent means ± SDs. p values established by Welch’s unpaired Student’s t test and indicated in the figure. Scale bars represent 10 μm.

### β-Catenin Regulates ERM Phosphorylation by Modulating RhoA Activity

We next investigated the link between β-catenin and ERM phosphorylation. Given that there is a known link between RhoA activity and the cadherin-catenin complexes (Arnold et al., 2017) and that active RhoA is one of the key activators of ERMs (Matsui et al., 1998), we speculated that RhoA may connect β-catenin to ERM. To test this hypothesis, we measured RhoA activity during exit from naive pluripotency using an active fluorescence resonance energy transfer (FRET) reporter and an active RhoA pull-down assay and found that ESCs displayed a significant decrease in RhoA activity during exit from naive pluripotency (Figures 2C–2F and S2D). Furthermore, our results show that the levels of active RhoA are significantly lower in β-catenin KO cells compared to WT ESCs (Figures 2E and 2F).

We then used a doxycycline-inducible ESC line expressing a phosphomimetic, constitutively active form of RhoA to probe whether higher RhoA activity does indeed lead to higher ERM phosphorylation, and thus higher membrane tension in ESCs. After doxycycline induction, we found that inducible, constitutively active RhoA (iRhoA_CA) cells showed high levels of ERM phosphorylation and subsequently maintained high membrane tension during exit from naive pluripotency (Figures 2G and 2H). Our findings indicate that β-catenin degradation by GSK3 leads to a decrease in RhoA activity, which drives a subsequent decrease in ERM phosphorylation and membrane tension, suggesting that RhoA activity represents a key link between β-catenin and ERM regulation.

### Maintaining High Membrane Tension Impairs Early Differentiation

We then asked whether the membrane tension decrease plays a role in controlling exit from naive pluripotency. We used both the iRhoA_CA cells and a doxycycline-inducible ESC line expressing a phosphomimetic, constitutively active form of ezrin (iEZR_CA). After induction, iEZR_CA cells showed high EZR_CA expression and no growth defects (Figures S3A and S3B). After withdrawal of the naive factors (2i+L), iEZR_CA and iRhoA_CA cells did not spread (Figures 3A and S3C), even at T48, and they maintained high membrane tension similar to ESCs (Figures 2H and 3B). We also found that, compared to controls, iEZR_CA and iRhoA_CA cells at T24 maintained significantly higher levels of Nanog and failed to efficiently upregulate Otx2 (Figures 3C, 3D, S3C, and S3D). A clonogenicity assay indicated that unlike control T48 WT cells, iEZR_CA and iRhoA_CA cells placed back in 2i+L after 48 h in N2B27 were able to survive and form naive colonies with the same efficiency as naive ESCs (Figures 3E and S3E; see Method Details). To confirm the early differentiation phenotype, we performed RNA sequencing (RNA-seq) comparing iEZR_CA and WT ESC, T24, and T48 cells. 

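For WT cells the paper gives the mouse ES line E14TG2a. In iEZR_CA cells, doxycycline switches on a phosphomimetic form of ezrin, a protein that links the plasma membrane to the actin cortex. Cells were collected in 2i+LIF, the medium that holds ESCs in naive pluripotency, and after 24 h (T24) and 48 h (T48) in N2B27, which lacks the naive factors. iEZR_CA cells had received doxycycline from about 16 h before exit, and no doxycycline is given for WT cells. The transgene and the drug thus vary together in every comparison of the lines. So does any fixed difference between the lines. A block of chromosome 14, for example, was lower in iEZR_CA cells at every stage (median log2 fold change -0.93 in ESCs). P-values between the lines are set against the spread between replicates and do not tell these sources apart. Each of the 6 groups had 3 biological replicates. The authors trimmed the reads, aligned them to the mouse genome build GRCm38 with GSNAP and counted them with HTSeq on the genes of Ensembl release 81. They deposited the count of each of 53801 genes in each of the 18 libraries without normalization. The number of reads counted on genes lay between 18785967 and 27666556 in WT ESCs (median 24497779) and between 15074458 and 25148241 in iEZR_CA ESCs (median 19246243). It lay between 13587076 and 33276622 in WT T24 cells (median 21209425) and between 15200664 and 26989941 in iEZR_CA T24 cells (median 21694717). In WT T48 cells it lay between 10940752 and 26943997 (median 25283706), and in iEZR_CA T48 cells between 17120888 and 26779965 (median 24697011). In all 18 pairs of replicates the counts differed by more than sampling noise, with a chi-square over genes of 1.61 to 3.59 per degree of freedom (median 2.00).

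Ezr, the gene of the protein altered in iEZR_CA cells (ENSMUSG00000052397, chromosome 17, 6738041 to 6782784 on the minus strand), was looked at first, in every group. The counts do not separate reads of a transgene from reads of the endogenous gene. Normalized counts were obtained by dividing each library by its DESeq2 median-of-ratios size factor. In ESCs, Ezr had 11763 ± 277 normalized counts in WT cells (SD, n = 3) and 24819 ± 499 in iEZR_CA cells. At T24 it had 7711 ± 175 in WT cells and 20793 ± 564 in iEZR_CA cells, and at T48 10096 ± 413 and 16215 ± 165. Every iEZR_CA library lay above every WT library of the same stage, by a mean ratio of 2.11, 2.70 and 1.61 (two-sided exact permutation test, p = 0.1 at each stage, the smallest p that 3 libraries against 3 allow).

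Differential expression was tested with edgeR's quasi-likelihood test on the raw counts of all 18 libraries, with TMM normalization, a term for each group and Benjamini-Hochberg adjustment. After removal of genes with low counts, 18469 genes were tested. The common biological coefficient of variation between replicates was 2.98%, so that small differences between the lines passed the threshold. With an adjusted p-value under 0.05, 10058 genes differed between iEZR_CA and WT ESCs, 4877 higher and 5181 lower in iEZR_CA cells, and 2198 of them changed by more than a factor of 2. At T24, 11253 genes differed (5697 higher and 5556 lower) and at T48, 11282 (5727 higher and 5555 lower). The alternative that moved the count in ESCs most was scaling each library to its spike-in RNA, added after the data were seen, which left 5506 genes.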

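The 15 naive pluripotency genes and 6 early post-implantation genes of Figure 3F were compared between the lines at each stage, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested for single genes and with limma's camera for each list. Camera asks whether the genes of a list rank apart from all others, and its p-values were adjusted over 24 tests, 8 lists at 3 stages.

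Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had 23752 ± 169 normalized counts in WT ESCs (SD, n = 3) and 20971 ± 228 in iEZR_CA ESCs. It fell to 2393 ± 0.258 in WT cells and 8254 ± 138 in iEZR_CA cells at T24, a log2 fold change between the lines of 1.79 (standard error 0.030, adjusted p = 1.1e-54 by edgeR). At T48 it was at 411 ± 37.0 in WT cells and 1106 ± 32.9 in iEZR_CA cells. Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) fell from 21167 ± 223 in WT ESCs to 379 ± 30.2 at T48, and from 19218 ± 254 to 2596 ± 91.7 in iEZR_CA cells (log2 fold change between the lines at T48 2.77, standard error 0.040, adjusted p = 2.6e-58 by edgeR). Klf4 (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) was lower in iEZR_CA ESCs, by a log2 fold change of -0.49, and higher at T24 (1.66) and T48 (2.53). Tcl1 had the largest difference of the list at T48 (log2 fold change 3.34, standard error 0.16, adjusted p = 5.0e-29 by edgeR), with 15.1 ± 3.03 normalized counts in WT cells and 147 ± 14.5 in iEZR_CA cells, and Tbx3 the largest at T24 (2.64).

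The naive list had a median log2 fold change of -0.07 in ESCs (adjusted p = 0.060 by camera), 0.75 at T24 (adjusted p = 2.6e-09) and 2.24 at T48 (adjusted p = 6.1e-11). In ESCs 2 of its 15 genes were higher and 6 lower in iEZR_CA cells with an adjusted p-value under 0.05. At T24, 13 were higher and 1 lower, and adjusted over the list alone 14 were higher. At T48 all 15 were higher, and adjusted over the list alone the counts in ESCs and at T48 stayed as they were. Nr0b1 was the gene lower at T24 (log2 fold change -0.28, after -1.18 in ESCs), and Klf2 did not pass at T24 (0.27, adjusted p = 0.072 by edgeR). Klf2 and Zfp42 lie on chromosome 8, whose genes had a median log2 fold change of 0.19 in iEZR_CA ESCs. The alternative that moved the list's median at T48 most was limiting the test to genes with at least 10 counts in every library, which gave 1.69. The calls at T24 and T48 held with the correlation between the genes estimated from the data in place of the preset value and under fry.

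Of the early post-implantation genes, Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) rose from 28.5 ± 3.90 to 1928 ± 26.0 normalized counts in WT cells by T24 and from 15.2 ± 4.27 to 188 ± 17.8 in iEZR_CA cells (log2 fold change between the lines -3.38, standard error 0.057, adjusted p = 4.8e-54 by edgeR). At T48 it was at 2312 ± 11.2 in WT cells and 1469 ± 65.4 in iEZR_CA cells. Pou3f1 (ENSMUSG00000090125, chromosome 4, 124656807 to 124660655) was lower in iEZR_CA cells by -2.99 at T24 and -1.03 at T48 on the log2 scale. Otx2 (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) had 4726 ± 90.2 normalized counts in WT T24 cells and 2147 ± 147 in iEZR_CA T24 cells, a log2 fold change of -1.15. At T48 the order was the opposite, with 2083 ± 124 in WT cells and 3492 ± 51.1 in iEZR_CA cells (log2 fold change 0.74, standard error 0.041, adjusted p = 1.2e-19 by edgeR). The list had a median log2 fold change of -0.26 in ESCs (adjusted p = 0.76 by camera), -1.63 at T24 (adjusted p = 2.9e-08) and -0.78 at T48 (adjusted p = 0.0012). At T24 all 6 genes were lower in iEZR_CA cells, and at T48 5 were lower and 1 higher, with the same counts adjusted over the list alone. With an estimated correlation the list passed at T24 and not at T48. The general pluripotency genes Pou5f1, Sall4 and Sox2 had log2 fold changes of -0.48, 0.02 and 0.11 at T24.

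**Figure D1:**
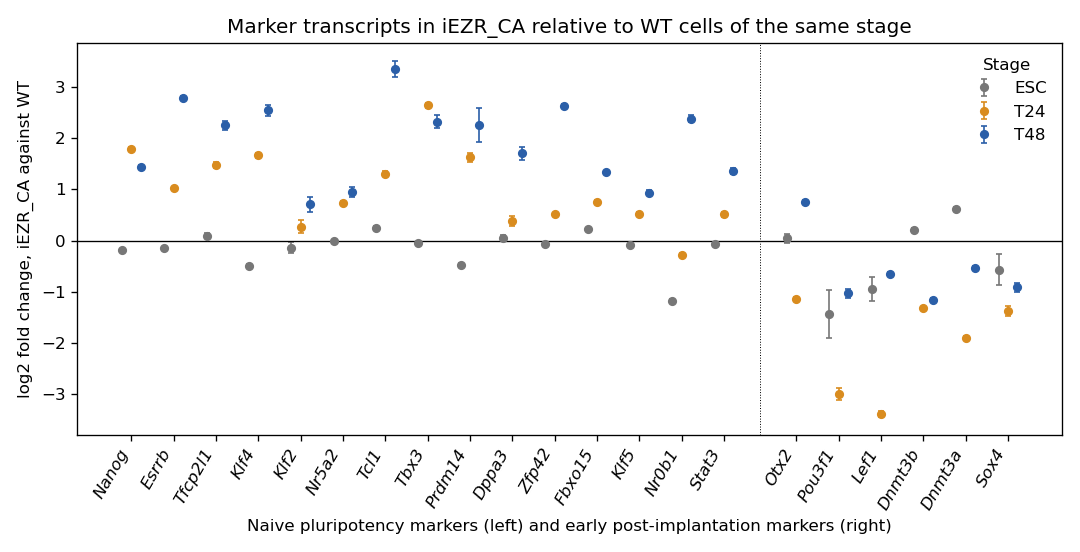
Log2 fold change of iEZR_CA against WT cells for the 15 naive pluripotency and the 6 early post-implantation genes in ESCs and at T24 and T48. Points are edgeR estimates from 3 libraries per group and bars are standard errors. The naive genes lie above 0 at T48, and Otx2 changes sign between T24 and T48.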

We found that iEZR_CA cells showed a significant impairment both in loss of naive pluripotency markers and subsequent expression of early implantation markers (Figures 3F, 3G, and S3I; Table S1). These results indicate that maintaining a high membrane tension in pluripotent cells significantly inhibits their ability to exit naive pluripotency.

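The same genes were followed through time within each line. Between ESCs and T24 the median log2 fold change of the naive list was -2.02 in WT cells and -1.42 in iEZR_CA cells, and between ESCs and T48 it was -5.38 and -3.05. All 15 genes were lower at T48 than in ESCs in both lines, with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. For Nanog the log2 fold change from ESCs to T24 was -3.32 in WT cells (standard error 0.030) and -1.35 in iEZR_CA cells (standard error 0.027), a difference of 1.98 (standard error 0.039, adjusted p = 5.7e-49 by edgeR). The early post-implantation list rose by T24 by a median of 4.18 in WT cells and 3.13 in iEZR_CA cells. By T48 it had risen by 4.46 and 4.07, with all 6 genes higher than in ESCs in both lines. For Lef1 the rise from ESCs to T48 did not differ between the lines (difference 0.30, standard error 0.25, adjusted p = 0.36 by edgeR), while its rise to T24 was smaller in iEZR_CA cells by a difference of -2.43 (standard error 0.29, adjusted p = 1.8e-10 by edgeR).

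Over all genes, 12082 changed in WT cells between ESCs and T24 and 10340 in iEZR_CA cells, and 3840 and 2750 of these changed by more than a factor of 2. Between ESCs and T48, 13767 genes changed in WT cells and 12954 in iEZR_CA cells, with 5790 and 4817 beyond a factor of 2. From its results the paper states that a high membrane tension kept during exit inhibits the ability of pluripotent cells to leave naive pluripotency.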

**Figure 3:**
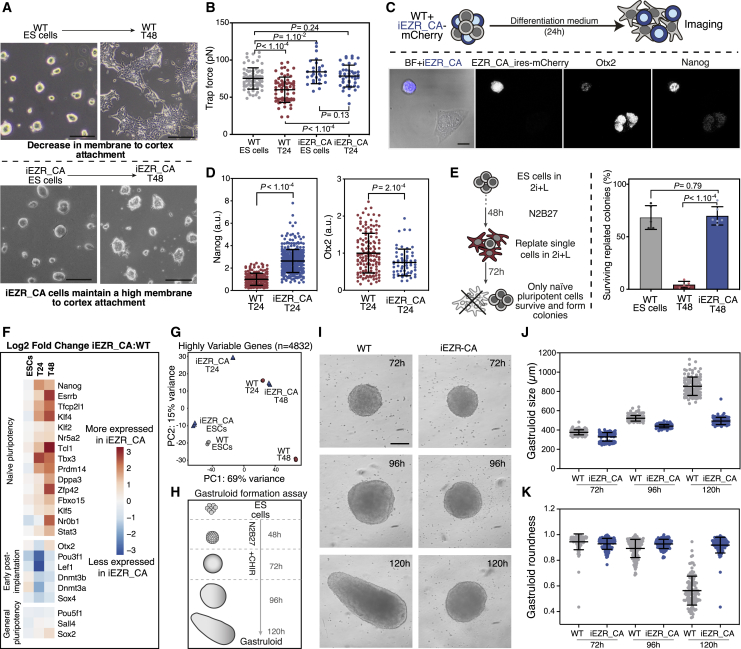
Maintaining High Membrane Tension Impairs Early Differentiation (A) Representative images of WT (top) and iEZR_CA (bottom) ESCs and T48 cells. Scale bar, 50 μm. (B) Trap force, as a readout of membrane tension, for WT and iEZR_CA ESCs and T24 cells (N = 3; data for WT cells are same as Figure 1H). (C) Representative single z planes of a mix of WT and iEZR_CA (positive for the EZR_CA_ires_mCherry) T24 cells immunostained for Otx2 and Nanog. Scale bar represents 10 μm. (D) Quantification of Nanog and Otx2 expression in WT and iEZR_CA T24 cells, normalized to WT mean levels (N = 3). (E) Left: schematic of clonogenicity assay used as a functional measure of naive pluripotency. Right: quantification of the percentage of surviving replated cells in a clonogenicity assay using WT and iEZR_CA ESs. Cells replated directly from 2i+L are used as a positive control (N = 6). (F) Heatmap of relative expression of main pluripotency genes and early post-implantation genes. The mean normalized log2 counts for each time point in iEZR_CA cells is compared to mean normalized log2 counts in WT cells. Averages were computed over 3 biological replicates. (G) Principal-component analysis from RNA sequencing of iEZR_CA and WT ESCs in 2i+LIF, and 24 h (T24) and 48 h (T48). Each marker represents an independent biological replicate (3 replicates per condition). The principal components (“PC”) were computed based on the normalized expression of highly variable genes (n = 4,832 genes) (see Method Details). (H) Schematic presentation of the gastruloid culture protocol: 300 mouse ESCs were transferred into low-attachment wells. CHIR99021 was introduced from 48 to 72 h. Organoids were cultured for a total of 120 h and images acquired at 72, 96, and 120 h time points. (I) Representative bright-field microscope images of gastruloids initiated from WT cells (left) and iEZR_CA cells (right).Scale bar, 200 um. (J and K) Quantification of WT and iEZR_CA gastruloid size and shape. Maximum feret diameter and roundness (see STAR Methods) measured from the brightfield images taken at 72 h, 96 h, and 120h timepoints (N = 3). Graphical data represents mean ± SD. p values established by Welch's unpaired student t test (unless specified otherwise).

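For each gene and group, log2 of the normalized count plus 1 was averaged over the 3 libraries. The copy of Table S1 used here holds 1999 of its 33255 genes, and over those 1999 genes and the 6 groups the means differed from those of the paper by at most 5e-05. The table lists Klf4 in WT cells at 12.97 in ESCs, 8.92 at T24 and 5.71 at T48, the paper's values, and the re-derived means were the same to these digits. In iEZR_CA cells the Klf4 means were 12.49, 10.58 and 8.25.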

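Highly variable genes were selected again from the counts, as described in the Method Details, and 5613 genes were retained. On log2 normalized counts of these genes, PC1 held 72.4% of the variance, PC2 12.8% and PC3 9.53%. WT libraries moved along PC1 from -59.0 ± 0.965 in ESCs (mean score ± SD, n = 3) to 32.9 ± 0.480 at T24 and 83.5 ± 0.218 at T48. iEZR_CA libraries moved from -80.4 ± 0.378 to -20.3 ± 0.568 and 43.3 ± 1.09. The lines differed on PC1 at every stage by more than the spread between replicates (two-sided exact permutation test, p = 0.1 at each stage, the smallest that 3 libraries against 3 allow). The genes were selected for a small variance within these groups, which favours such a separation, and the test did not repeat the selection. On PC2, WT libraries lay at -27.2, 13.8 and -32.2 and iEZR_CA libraries at -7.27, 35.3 and 17.5. The alternative that moved the share of PC1 most was using all genes with a mean normalized count above 5, which gave 57.6%.

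To place the iEZR_CA libraries on the path of WT cells, the mean of the line's own ESCs was subtracted from each library, and the nearest point was found on the line from WT ESCs through WT T24 to WT T48 cells. The iEZR_CA T24 libraries lay nearest to 15.7 ± 0.139 h on this path (SD, n = 3) and the T48 libraries nearest to 33.9 ± 0.355 h. They were 8.27 h and 14.1 h behind the mean position of the WT libraries of the same stage (two-sided exact permutation test, p = 0.1 at both stages). Without subtraction of the ESC mean the T24 libraries lay nearest to 13.1 h. The iEZR_CA libraries did not lie on the path itself. Their distance from it was 53.2% of the distance moved from their ESCs at T24 and 36.2% at T48, against 7.73% and 6.04% for WT libraries, through whose means the path was drawn.

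**Figure D2:**
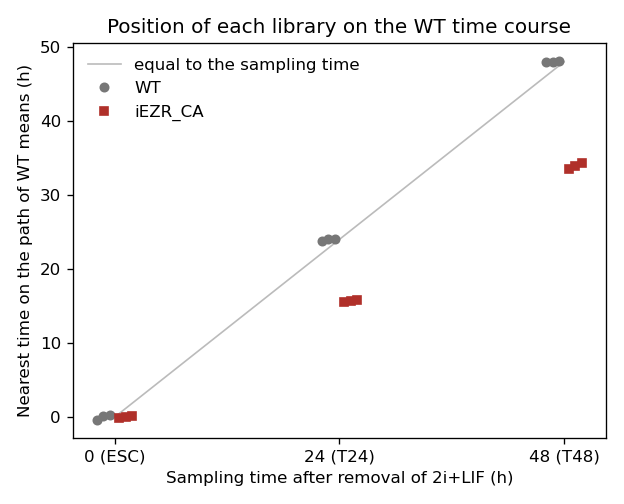
Nearest hour on the path of WT cells for each of the 18 libraries, against the time of sampling in hours. Each point is a library. iEZR_CA libraries lie between 15.6 and 15.9 h at T24 and between 33.6 and 34.3 h at T48, below the WT libraries, and the ESC libraries of both lines lie near 0 because the ESC mean of each line was subtracted.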

Furthermore, treating cells with methyl-β-cyclodextrin, a cholesterol-sequestering compound that increases membrane tension (Biswas et al., 2018; Figures S3J and S3K), delayed exit from naive pluripotency (Figure S3L). Conversely, treating cells with NSC 668394, an ezrin inhibitor that decreases membrane tension (Rouven Brückner et al., 2015; Figures S3J and S3K), caused cells to exit naive pluripotency more efficiently than control cells (Figure S3L). Moreover, a recent study showed that using a purely mechanical linker between actin and the plasma membrane to increase effective membrane tension also blocks exit from naive pluripotency (Bergert et al., 2020, this issue of *Cell Stem Cell*).

To assess the developmental relevance of these findings, we used a gastruloid assay (adapted from Baillie-Johnson et al., 2015) in which we compared the ability of iEZR_CA to form gastruloids at different stages (Figures 3H–3K). We found that iEZR_CA gastruloids displayed clear morphological defects, failing to elongate and adopt the characteristic morphology of properly progressing gastruloids with distinct multiaxial organization. The lack of elongation suggests major developmental defects in these gastruloids (Turner et al., 2017). We also performed morula injection of iEZR_CA and control cells at the 8-cell stage and maintained embryos in culture for 2 or 3 days, resulting in embryos that are the equivalent of developmental stages embryonic days (E)4.5 and E5.5, respectively. We consistently observed a higher level of the naive pluripotency marker Nanog in the iEZR_CA compared to native and control cells (Figures S4A and S4B), thus suggesting that high membrane tension also leads to a delay in differentiation in the embryo.

Our data strongly suggest that a pERM-controlled decrease in plasma membrane tension is essential for cell spreading and for exit from naive pluripotency.

### Membrane Tension Reduction, Not Cell Spreading, Is Responsible for Gating Early Differentiation

To clarify the relative importance of cell shape change and membrane tension, we used micropatterning to control the extent of cell spreading with disks of different diameters (small: 25–50 μm or large: 100 μm). We seeded ESCs at equal densities onto both small and large micropatterns in N2B27 only. We found that in contrast to cells plated on large patterns or non-patterned surfaces, spatially constrained T24 cells on small patterns did not change shape and maintained a rounded morphology similar to ESCs (Figures 4A and 4B). Spatially constrained cells at T24 maintained high levels of Nanog, suggesting defects in early differentiation (Figures 4B, 4C, and S4C). However, spatially constrained cells also maintained a high membrane tension (Figure 4D). Strikingly, the exit from naive pluripotency on small micropatterns, where cells cannot spread, was rescued by knockdown of ERM (Figures 4E and S4D–S4G) or knockdown of myosin I family proteins (Figures S4H and S4I), treatments previously shown to reduce membrane tension (Diz-Muñoz et al., 2010; Rouven Brückner et al., 2015). Together, these experiments point to the existence of positive feedback loops between membrane tension decrease and cell spreading, and indicate that it is the decrease in membrane tension, rather than cell spreading, that is required for efficient exit from naive pluripotency.

**Figure 4:**
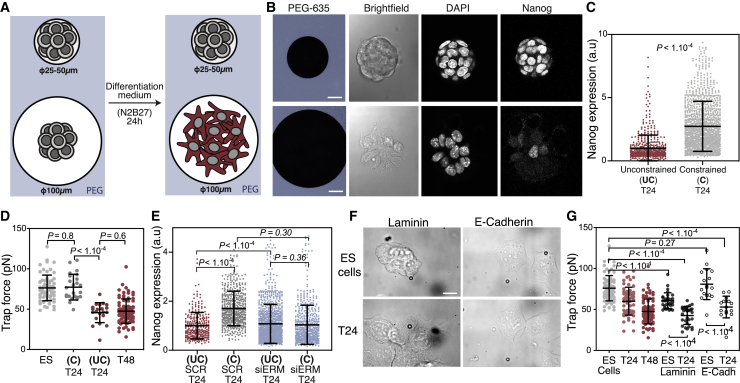
Membrane Tension Reduction, Not Cell Spreading, Is Responsible for Gating Early Differentiation (A) Schematic of the micropatterning assay. Cells cannot adhere on polyethylene glycol (PEG) regions (blue) and can only adhere on the micropatterns. (B) Representative single z plane images of fixed ES and T24 cells cultured on small (top) and large (bottom) micropatterns and immunostained for Nanog. (C) Quantification of Nanog expression in ES and T24 cells cultured on large (unconstrained, control) and small (constrained) micropatterns (here, p values were calculated using the Mann-Whitney *U* test, N = 4). (D) Membrane tension measurements in ESCs and T24 cells either grown on micropatterns (small, constrained; large, unconstrained) or cultured in an open gelatin-coated dish (ES and T48). The data for cells on gelatin are from Figure 2B (N = 2). (E) Similar quantifications as in (C), but for cells transfected with triple small interfering RNA (siRNA) against ERM or with Scrambled (SCR) siRNA as control (Mann-Whitney *U* test was used to calculate the p value; N = 4). (F) Representative images of ES and T24 cells cultured on laminin and E-cadherin. (G) Trap force measurements in ESCs and T24 cells cultured on either gelatin, laminin, or E-cadherin. The data for cells cultured on gelatin are the same as Figure 2B (N = 3). The graphical data represent means ± SDs. Unless otherwise specified, the p values were calculated using Welch’s unpaired Student’s t test. Scale bars represent 10 μm.

To further test whether membrane tension regulates exit from naive pluripotency directly or as a result of cell spreading, we plated ESCs on either laminin or E-cadherin, where they display spread morphologies even in 2i+L (Figure 4F). Despite the fact that for cells on laminin and E-cadherin exit from pluripotency was associated with a much less pronounced spreading increase than for cells on gelatin, we still observed a similar drop in membrane tension during exit from pluripotency (Figure 4G). This further indicates that it is the decrease in membrane tension, and not the spreading directly, that is needed for efficient dismantling of naive pluripotency.

### Membrane Tension Regulates Endocytosis Levels in ESCs

We then asked how decreased membrane tension facilitates exit from the ESC state. We speculated that the facilitation may be through endocytosis, which is a major regulator of signaling events (Pouille et al., 2009; Sorkin and von Zastrow, 2009) and has been shown to be regulated by membrane tension (Dai and Sheetz, 1995; Thottacherry et al., 2018). We assessed global endocytosis levels using a fluid phase uptake assay, in which we cultured cells in the presence of either fluorescent dextran or a pH-sensitive fluorescent dextran (Figure 5A). Using this assay, we found that T24 cells displayed a significant increase in endocytosis levels once spread (Figures 5B, 5C, S5A, and S5B). We next interfered with this increase using drugs known to inhibit endocytosis (dynasore, pitstop2, and chlorpromazine hydrochloride) (Dutta and Donaldson, 2012). We found that WT cells treated with these drugs failed to increase their endocytosis rates during exit from naive pluripotency (Figure 5D). We next assessed whether cells with endocytosis defects could exit naive pluripotency normally and found that these cells maintained a higher level of Nanog and a lower level of Otx2 expression compared to controls (Figures 5E–5G). These observations suggest that endocytosis regulates exit from naive pluripotency.

**Figure 5:**
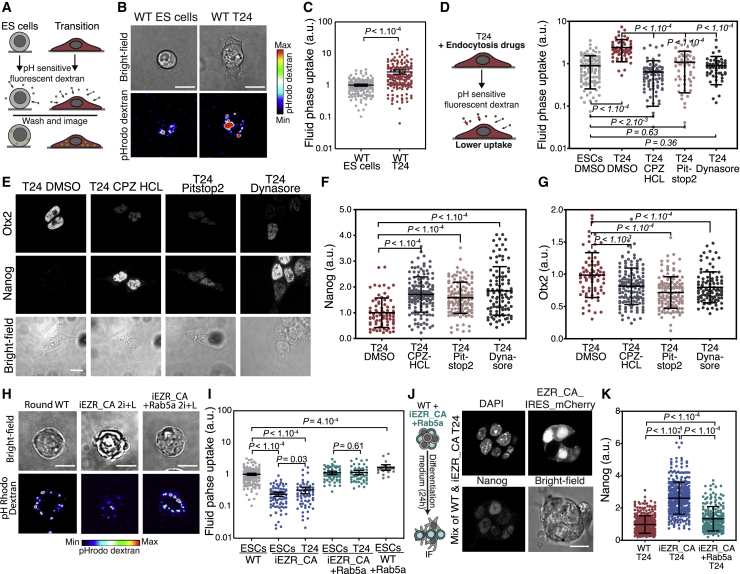
Endocytosis Regulates Early Differentiation (A) Schematic of endocytosis quantification using a fluid uptake assay with pH-sensitive fluorescent dextran. (B and C) Sum z projection images of representative ESCs and T24 cells in assay described in (A) and (B) and corresponding quantification (C; error bars are 95% confidence intervals; N = 3). (D) Left: schematic of endocytosis quantification assay with the use of drug treatment against endocytosis. Right: quantification of fluid phase uptake in ESCs and T24 cells treated with either DMSO (control), chlorpromazine hydrochloride (10 μM), pitstop2 (25 μM), or dynasore (10 μM). (E) Representative images of immunofluorescence against Nanog and Otx2 of a single z plane of T24 cells treated with either DMSO (control), chlorpromazine hydrochloride (10 μM), pitstop2 (25 μM), or dynasore (10 μM). (F and G) Quantification of Nanog and Otx2 expression in cells treated with drugs to inhibit endocytosis, normalized to control (DMSO) mean levels (N = 3). (H and I) Sum z projection images of representative WT ESCs, iEZR_CA-ESCs, and iEZR_CA-ESCs transfected with Rab5a in the assay described in (A) and associated quantifications. Error bars: 95% confidence intervals (N = 3). (J and K) Single z plane images of representative mixed populations of WT and iEZR_CA (positive in the mCherry channel) T24 cells, transfected with Rab5a and immunostained for Nanog and corresponding quantifications (N = 3). The non-transfected iEZR_CA data are from Figure 2D. The graphical data represent means ± SDs. p values calculated using Welch’s unpaired Student’s t test. Scale bars represent 10 μm.

We next examined the link between the observed differentiation-induced decrease in membrane tension and endocytosis. We showed that endocytosis was considerably reduced in cells expressing iEZR_CA (Figures 5H and 5I) and that it was increased in β-catenin KO ESCs (Figure S5C), suggesting (Dai and Sheetz, 1995; Thottacherry et al., 2018) that high membrane tension antagonizes endocytosis, which is consistent with previous findings in other systems. To test whether enhanced endocytosis could overcome the block in differentiation imposed by EZR_CA, we overexpressed Rab5a, a master regulator of early endosomes (Palamidessi et al., 2019), in iEZR_CA cells. The elevation of Rab5a levels has been shown to promote endocytosis (Mendoza et al., 2014; Palamidessi et al., 2019). We found that overexpressing Rab5a increased endocytosis levels in iEZR_CA cells compared to non-transfected controls, both in ESCs and T24 cells without leading to growth defects (Figures 5H, 5I, and S5D) and without lowering membrane tension (Figure S5E). Notably, Rab5a expression rescued the early differentiation defect phenotype in iEZR_CA cells, restoring Nanog downregulation (Figures 5J and 5K) and decreasing the number of colonies surviving in a clonogenicity assay, which is indicative of more efficient exit from naive pluripotency (Figure S5F). Furthermore, transfection with Rab5a also enabled the downregulation of Nanog protein in spatially constrained T24 cells (Figure S5G). These results show that increasing endocytosis levels via Rab5a overexpression allows ESCs to exit naive pluripotency notwithstanding a high membrane tension.

### Membrane-Tension-Mediated Endocytosis Promotes ERK Activation during Early Differentiation

Finally, we asked whether a specific signaling pathway related to the regulation of naive pluripotency was affected by the changes in cell mechanics and endocytosis that we observed. The most obvious candidate was FGF/ERK, as it is key for exit from naive pluripotency (Nichols et al., 2009), and its EGF/ERK counterpart been shown to be regulated by endocytosis in cancer cells (Palamidessi et al., 2019; Sorkin and von Zastrow, 2009). We thus quantified pERK levels during exit from naive pluripotency and observed that at all time points ERK activity was highly attenuated in the iEZR_CA cells (Figures 6A, 6B, S6A, and S6B). We also confirmed a global reduction in mitogen-activated protein kinase (MAPK)/ERK signaling in iEZR_CA cells by RNA-seq analysis of known transcriptional targets (Figure S6C). These results strongly suggest that maintaining high membrane tension during exit from naive pluripotency prevents ERK activation. 

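The targets averaged in Figure S6C are not listed in the text, so a list of 10 genes that are widely used as readouts of MAPK/ERK activity was fixed before the data were examined. Its genes are Phlda1, Spry2, Spry4, Dusp4, Dusp6, Ccnd1, Epha2, Epha4, Etv4 and Etv5. The list had a median log2 fold change of iEZR_CA against WT cells of -0.24 in ESCs (adjusted p = 0.15 by camera), -0.67 at T24 (adjusted p = 0.0012) and -0.06 at T48 (adjusted p = 0.60). The medium of ESCs contains a MEK/ERK inhibitor, so the value in ESCs was read with this pathway inhibited in both lines. With an adjusted p-value under 0.05 from edgeR, 3 genes were higher and 6 lower in iEZR_CA ESCs, 2 higher and 7 lower at T24, and 4 higher and 5 lower at T48. The counts were the same when adjusted over the list alone. At T24 the list also passed with an estimated correlation and under fry. A longer list of 25 targets, of which 24 were tested, passed at T48 as well, with a median of -0.41. Under fry, which tests the list without reference to other genes, the 10 genes passed at all 3 stages. A pass under fry says little of direction here, since the general pluripotency list also passed at T24 with a median of 0.02. The median at T48 rested on single libraries and lay between -0.16 and 0.03 with each library left out in turn, the highest value being that without WT T48 replicate A12.

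Dusp4 (ENSMUSG00000031530, chromosome 8, 34807297 to 34819894) had 2400 ± 35.9 normalized counts in WT T24 cells (SD, n = 3) and 820 ± 31.4 in iEZR_CA T24 cells (log2 fold change -1.54, standard error 0.041, adjusted p = 4.9e-43 by edgeR), on a chromosome whose genes had a median log2 fold change of 0.24 at this stage. Spry2 (ENSMUSG00000022114, chromosome 14, 105891947 to 105896819) had 2398 ± 54.2 in WT and 1135 ± 34.7 in iEZR_CA T24 cells (log2 fold change -1.08, standard error 0.041, adjusted p = 2.2e-34 by edgeR). Dusp6 was lower in iEZR_CA cells at each stage, by log2 fold changes of -0.60, -0.70 and -1.24, and Ccnd1 by -0.40, -0.93 and -0.76. Etv4 was higher in iEZR_CA cells at each stage (0.32, 0.26 and 0.36). Epha2 was lower in ESCs (-0.79) and at T24 (-0.64) and higher at T48 (1.57, standard error 0.041, adjusted p = 1.7e-43 by edgeR), and Etv5 was lower at T24 (-0.30) and higher at T48 (0.30). Epha4 was higher at T24 (0.91), Spry4 in ESCs (0.61) and Phlda1 in ESCs (0.60) and at T48 (1.37). Spry4 was lower at T24 (-0.75) and T48 (-0.20).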

To further test the role of ERK activity in the early differentiation impairment of the iEZR_CA cells, we treated iEZR_CA cells with the p90 ribosomal S6 kinase (RSK) inhibitor BI-D1870, which acts as an ERK activator (Nett et al., 2018). We found that this treatment was sufficient to rescue the early differentiation defects of iEZR_CA (Figures 6C and 6D), which we further confirmed using a clonogenicity assay (Figure S6D).

**Figure 6:**
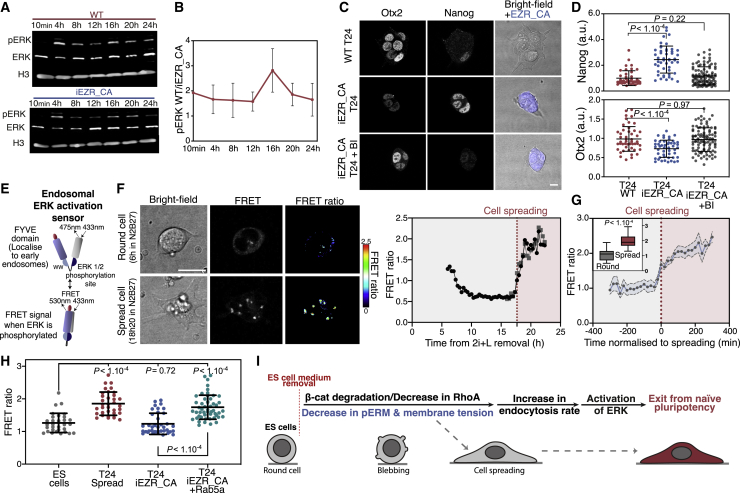
Membrane-Tension-Mediated Endocytosis Promotes ERK Activation during Early Differentiation (A) Fluorescent Western blot for ERK, pERK, and histone3 in ESCs at different time points during exit from naive pluripotency. (B) Time course of the ratio of pERK levels (normalized to corresponding histone 3 levels) in WT and iEZR_CA cells during exit from naive pluripotency (N = 6). (C) Representative single z plane image of WT, iEZR_CA, and iEZR_CA T24 treated with 3 μM BI-D1870, an RSK-inhibitor (resulting in ERK activation) immunostained for Nanog and Otx2. (D) Quantification of Nanog and Otx2 expression in WT, iEZR_CA, iEZR_CA+BI-D1870 T24 cells, normalized to WT mean levels (N = 3). (E) Schematic of the FRET ERK sensor used to measure ERK activation at early endosomes (Palamidessi et al., 2019). (F) Left: time-lapse of a representative cell expressing the FRET ERK sensor and exiting pluripotency at 6 h (top, the cell is still round) and 18 h 20 min (bottom, the cell is spread). Right: time course of the FRET ratio for the cell is shown at left. (G) Quantification of the FRET ratio in ESCs exiting naive pluripotency; time is normalized to the time of spreading (means ± SEMs, n = 10, N = 3). Inset: FRET ratio for round and spread cells in the same dataset. (H) Mean FRET ratio for fixed ESCs and T24 cells in WT and iEZR_CA transfected or not with Rab5a (N = 3). (I) Schematic of the proposed mechanism for how membrane tension regulates signaling during exit from naive pluripotency. The graphical data represent means ± SDs. p values calculated using Welch’s unpaired Student’s t test (unless specified otherwise) and indicated in the figure. Scale bars represent 10 μm.

The internalization of receptors by endocytosis has been shown to influence the levels of pERK activity (Palamidessi et al., 2019; Platta and Stenmark, 2011). Thus, we measured the internalization of FGF receptor 1 (FGFR1), which is upstream of pERK in ESCs (Molotkov et al., 2017), iEZR_CA, and control cells using immunofluorescence. We found that iEZR_CA cells had less internalized FGFR1 compared to controls (Figures S6E and S6F), despite expressing similar protein levels (Figure S6G). We were able to increase the levels of internalized FGFR1 in iEZR_CA by overexpressing Rab5a (Figures S6E and S6F). We then specifically probed pERK activity at endosomes using a recently described FRET sensor reporting on ERK activity at early endosomes (Figure 6E; Palamidessi et al., 2019). Using live imaging, we found that pERK at endosomes sharply increased as cells spread (Figures 6E–6G and S6H; Video S3). We confirmed this with measurements in fixed cells, finding that spread T24 cells showed a higher FRET ratio compared to round T24 cells. Notably, we observed a lower FRET ratio in T24 cells, where endocytosis rates were reduced chemically with dynasore or by increasing membrane tension via iEZR_CA expression (Figure 6H). Furthermore, increasing endocytosis independently of membrane tension by expressing Rab5a in iEZR_CA cells, resulted in a FRET ratio similar to spread control cells at T24 (Figure 6H). Thus, our results indicate that ERK activity, which helps disassemble naive pluripotency, is induced by membrane tension-regulated endocytosis in cells exiting pluripotency (Figure 6I).

Video S3. Time-Lapse (Confocal) of ESCs Exiting Naive Pluripotency and Transfected with FRET Sensor for ERK Activity, Related to Figure 6 Movie starts after 6 h in N2B27. One frame is shown every 20 minutes. A single z-slice is shown.

## Discussion

There is extensive interplay between substrate mechanics, cell mechanics, and cell function (Guilak et al., 2009). Moreover, cell shape, which is a readout of cell mechanics, is correlated with cell fate (Bellas and Chen, 2014). Because cell shape, cell mechanics, and cell fate are deeply intertwined, it is challenging to disentangle them to understand specifically how cell mechanics mediates signaling. To probe the role of cell mechanics in cell fate transitions, we focused on exit from naive pluripotency in ESCs. Interestingly, we found that it is the change in cell surface mechanics, not the cell shape, that regulates early differentiation. We found that membrane tension decreases as ESCs exit naive pluripotency, and prohibiting ESCs from spreading inhibited both membrane tension reduction and early differentiation. Decreasing membrane tension in constrained cells was sufficient to rescue the differentiation defect. These results suggest an important feedback between cell shape and cell surface mechanics during the early differentiation of ESCs but indicate that here it is cell surface mechanics that constitutes the primary mediator of cell fate transitions.

Our results also suggest a previously unknown synergy between essential pluripotency regulators β-catenin and FGF/ERK. This synergy demonstrates clear feedback between cell signaling and surface mechanics. We show that β-catenin regulates membrane tension, which in turn gates downstream signaling activity by regulating endocytosis. We speculate that β-catenin regulates membrane tension by modulating RhoA activity via the cadherin-catenin complex, which has been shown to regulate various Rho GTPases (Arnold et al., 2017). In this model, upon the initiation of early differentiation, degradation of β-catenin by GSK3 leads to a decrease in RhoA activity and subsequent decrease in ERM phosphorylation/membrane tension. Ultimately, our results suggest a role for β-catenin in maintaining naive pluripotency by preserving high membrane tension, which would thus suppress endocytic FGF/ERK signaling in naive cells.

Previous studies have pointed to correlations between mechanical changes and endocytosis, with links to developmental processes (Pouille et al., 2009). Furthermore, osmotic changes, which among other activities affect membrane tension, have been linked with the endocytosis of receptors, leading to the inhibition of signaling pathways during transdifferentiation of muscle progenitors (Rauch et al., 2002). In contrast, our study demonstrates that in ESCs, FGF signaling is activated by increased endocytosis as a result of changes in cell surface mechanics. By unveiling a specific pathway activated as a result of a change in membrane tension, our study draws a direct link between cell mechanics, endocytic signaling, and fate choice.

Our findings point to plasma membrane tension as a central mediator of cell signaling. As the plasma membrane defines the boundary between the inside and outside of the cells, it is an ideal cellular element to integrate environmental cues and mechanical changes into changes in cell signaling. Furthermore, we speculate that observed effects of substrate mechanics on stem cell fate regulation in other systems (Engler et al., 2006; Przybyla et al., 2016) may be due in part to the resulting changes in membrane tension and downstream endocytosis rate. Going forward, it will be important to assess whether and how the stiffness of the microenvironment can affect membrane tension. Given that many morphogenetic processes in development are accompanied by significant shape changes (Paluch and Heisenberg, 2009), it will also be interesting to further explore this connection *in vivo*. Our work unveils a mechanism directly connecting a specific change in cell mechanics to the activation of a key biochemical signaling pathway. The interplay between mechanics, membrane tension, and endocytic signaling is likely to be an important regulator of cell fate in various developmental and pathological contexts.

### Limitations of Study

A limitation of our study is the lack of quantitative three-dimensional (3D) cell shape measurements. In our study, we classified cells by shape using two categories: round and spread. Quantitative cell shape measurement may allow us to identify an intermediary state between round and spread. Also, as described in this study and others, differentiation is an asynchronous process. As such, the bulk assays (e.g., Western blots, RNA-seq) used in our investigation may lead to averaging out transient mixed populations.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

phospho ERK	Cell Signaling	4370 S
ERK	Cell Signaling	9107 S
Nanog	eBioscience	eBioMLC-51
Otx2	R&D Systems	AF1979
ERM	Cell Signaling	3142S
Phospho ERM	Cell Signaling	3149S
GAPDH	Abcam	ab8245
His3	Abcam	Ab1701
Fgfr1	Abcam	ab10646
Goat anti-Rat IgG, Secondary Antibody, Alexa Fluor 680	Thermofischer Scientific	A32787
Donkey anti-Goat IgG, Secondary Antibody, Alexa Fluor 488	Thermofischer Scientific	A-11055
**Chemicals, Peptides, and Recombinant Proteins**		

B27	Life technologies	Cat#12587010
CHIRON	Cambridge Bioscience	Cat#CAY13122
PD 0325901	Sigma-Aldrich	Cat#PZ0162
LIF	Merck Millipore	Cat# ESG1107
Insulin zinc	Sigma-Aldrich	Cat#I9278
Apotransferrin	Sigma-Aldrich	Cat# T1147
Laminin	Sigma-Aldrich	Cat#11243217001
Lipofectamin™ RNAimax	Thermofischer Scientific	Cat# 13778075
Accutase	Sigma-Aldrich	Cat#A6964
DMEM/F-12, 1:1 mixture	Sigma-Aldrich	Cat#D6421-6
Neurobasal medium	Life technologies	Cat#21103-049
Lipofectamine® 2000 Transfection Reagent	Life technologies	Cat#11668-027
Hoechst	ThermoFischer	Cat#34580
DAPI	Sigma-Aldrich	Cat#9542
Dynasore	Sigma-Aldrich	Cat#D7693
NSC 23766	Tocris	Cat#2161
Methyl-B-Cyclodextrin	Sigma-Aldrich	Cat#C4555
BI-D1870	VWR	Cat#501437-28-1
PitStop2	Abcam	Cat#Ab120687
Chlorpromazine hydrochloride	Sigma-Aldrich	Cat#D22914
Dextran, Alexa Fluor 647, 10,000 MW	ThermoFischer	Cat#D22914
pHrodo Red Dextran, 10,000 MW	ThermoFischer	Cat#P10361

**Critical Commercial Assays**		

Active RhoA pulldown assay	Cytoskeleton Inc	Cat#BK036

**Deposited Data**		

RNA seq: GEO accession number GEO: GSE159433	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159433	N/A

**Experimental Models: Cell Lines**		

Mouse embryonic stem cells: E14	Chalut lab (Cambridge Stem cell Institute, Cambridge, UK)	N/A
Mouse embryonic stem cells: EZR_CA	Chalut lab (Cambridge Stem cell Institute, Cambridge, UK)	Yanagida et al., 2020
Mouse embryonic stem cells: RhoA_CA	Chalut lab (Cambridge Stem cell Institute, Cambridge, UK)	Yanagida et al., 2020
Mouse embryonic stem cells: H2B-mCherry	Nichol’s lab (Cambridge Stem cell Institute, Cambridge, UK)	N/A
Mouse embryonic stem cells: LifeAct GFP	Ian Rosewell (Francis Crick Institute, London, UK)	Riedl et al., 2010
Mouse embryonic stem cells: Beta-Catenin KO	Smith’s lab (Cambridge Stem cell Institute, Cambridge, UK)	Wray et al., 2011

**Oligonucleotides**		

SMARTpool: ON-TARGETplus Ezr siRNA	Dharmacon	L-046568-01
SMARTpool: ON-TARGETplus Rdx siRNA	Dharmacon	L-047230-01
SMARTpool: ON-TARGETplus Msn siRNA	Dharmacon	L-044428-01
SMARTpool: ON-TARGETplus MYO1C siRNA	Dharmacon	L-015121-00
SMARTpool: ON-TARGETplus Myo1b siRNA	Dharmacon	L-045103-01
siGENOME Non-Targeting Control siRNA #3	Dharmacon	D-001210-03
siGENOME Non-Targeting Control siRNA #5	Dharmacon	D-001210-05
siGENOME Non-Targeting Control siRNA #2	Dharmacon	D-001210-02

**Software and Algorithms**		

Fiji	Schindelin et al. (2012)	N/A
Prism 8	Graphpad software, Inc	N/A

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Kevin J Chalut, .

#### Materials Availability

This study did not generate new unique reagents

#### Data and Code Availability

The accession number for the RNA sequencing data reported in this paper is GEO: GSE159433 (accessible through: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159433)

### Experimental Model and Subject Details

#### Cell lines

ES-E14TG2a (referred as WT) directly derived from mouse embryos were a kind gift from the Austin Smith’s laboratory (Cambridge Stem Cell Institute). The LifeAct GFP cell line is from Riedl et al. (2010). These cells have been generated and kindly given to us by Ian Rosewell (Francis Crick Institute, under Holger Gerhardts project license). Dox-inducible IRES mCherry Ezrin_CA & RhoA_CA ES (Yanagida et al., 2020) cells were kindly given to us by Ayaka Yanagida from the Chalut and Nichols’s lab. The EZR_CA was engineered using a PiggyBac system with E14 ES cells. The H2B-mCherry cells were kindly given to us by Tim Lohoff from the Nichol and Reik’s lab.The β-Catenin Knockout cell line was kindly given to us by the lab of Austin Smith and has been described in Wray et al. (2011).

#### Mice and mice embryos

Mice used were intercrosses of CD1 (Charles River). All embryos used in this study were obtained from natural mating. Embryo staging was based on the assumption that, on average, mating occurred at midnight so that at midday, the embryos were assigned E0.5. Embryos were flushed at the relevant stages from oviduct (eight-cell stage embryos) using flushing and holding a medium (M2, Sigma). The sex of embryos and the ages of mice using mating were not concerned in this study. This research has been regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Use of animals in this project was approved by the ethical review committee for the University of Cambridge, and relevant Home Office licenses (Project license No. P76777883) are in place.

### Method Details

#### Cell culture, transfections and exit from naive pluripotency

Mouse embryonic stem cells were cultured on Falcon flasks coated with 0.1% gelatine. On occasion, laminin (Sigma-Aldrich #11243217001) coated dishes were used instead of gelatine. ES cells used were E14TG2a. Cells were cultured in N2B27+2i+LIF (2i+L) (Mulas et al., 2019) at 37°C with 7% CO_2_. Cells were passaged every other day using Accutase (Sigma-Aldrich, #A6964) and regularly tested for mycoplasma. Culture medium was changed every 24h. The culture medium was made using DMEM/F-12, 1:1 mixture (Sigma-Aldrich, #D6421-6), Neurobasal medium (Life technologies #21103-049), 2.2 mM L-Glutamin, B27 (Life technologies #12587010), 3 μM Chiron (Cambridge Bioscience #CAY13122), 1 μM PD0325901 (Sigma-Aldrich #PZ0162), 20 ng/ml of LIF (Merck Millipore # ESG1107), 50 mM β-Mercapto-ethanol, 12.5 ng.mL^-1^ Insulin zinc (Sigma-Aldrich #I9278) and home-made N2. The 200 X home-made N2 was made using 0.791 mg.mL^-1^ Apotransferrin (Sigma-Aldrich #T1147), 1.688 mg.mL^-1^ Putrescine (Sigma-Aldrich #P5780), 3 μM Sodium Selenite (Sigma-Aldrich #S5261), 2.08 μg.mL^-1^ Progesterone (Sigma-Aldrich #P8783), 8.8% BSA. Exit from naive pluripotency was triggered by passaging ~500 000 cells and seeding them in N2B27 only (N2B27) on T25 gelatine coated flasks.

Transfections of plasmids were performed using 5 μg of plasmid and 3.5 μL of Lipofectamine 2000 (ThermoFischer Scientific #11668019), incubated in 250 μL OptiMEM for 5 minutes, then mixed and incubated at room temperature for 30 minutes, and added to cells passaged onto Ibidi dishes with polymer coverslip bottom for observations (IBIDI Scientific, 81156).

Due to the lack of fluorescent tag, transfection efficiency of Rab5a was assessed by performing immunofluorescence against Rab5a of un-transfected and transfected cells. Average fluorescence level was determined in transfected and untransfected cells by measuring average fluorescence intensity using Fiji (Schindelin et al., 2012). Cells with an average fluorescence higher than 20% of the average of untrasnfected cells were counted as being positively transfected. Using this method, we estimate Rab5a transfection efficiency to be ~72%. siRNA transfections were performed using 30 μM of siRNA and 5 μL of Lipofectamine RNAiMAX (ThermoFischer Scientific #13778075) incubated in 250 μL OptiMEM for 5 minutes, then mixed and incubated at room temperature for 30 minutes and added to cells passaged onto micropatterns.

#### Tether pulling and trap force measurements

Trap force measurements were performed using a home-built optical tweezer using a 4W 1064 nm Laser Quantum Ventus with a 100x oil immersion objective (NA 1.30, CFI Plan Fluor DLL, Nikon) on an inverted microscope (Nikon Eclipse TE2000-U) equipped with a motorized stage (PRIOR Proscan). The optical tweezer was calibrated following Lieber et al. (2013). Measurements were performed using concanavalin-A coated (50 μg/ml) carboxyl latex beads (1.9μm diameter, Thermo Fisher C37278). Beads were incubated on a shaker with concanavalin-A for one hour prior to the experiment. Bead position was recorded every 90 ms in bright field prior and during tether formation. The trap force was calculated based on the calibration of the trap and the bead position using a home-made Fiji (Schindelin et al., 2012) plugin (HDB) (typical values for the trap stiffness were k~0.130 pN/nm.)

#### RNA extraction and qPCR

Cells were seeded in 6 well dishes in different conditions (N2B27 or 2i+L) and cultured for different periods of time, as indicated. RNA was extracted using a QIAGEN (205310) kit. Extracted RNA cDNA was generated from the RNA according to kit’s instructions (Thermo Fischer Scientific #4368814). For the RT-qPCR, pre-designed primers (see table of primers used), and the SYBR Green Master Mix (QIAGEN; 204141) were combined according to the kit’s instructions. qPCR was performed on Bio-Rad CFX qPCR.

#### Western blots

Cells were plated into 6-well plates in different conditions (with or without 2i+L), as indicated. Proteins were extracted on ice using Laemmli buffer (Bio-Rad #1610747). Samples were put at 95°C for 5 min and then sonicated on ice. Isolated whole protein content was measured using the Thermo Scientific Pierce 660nm Protein assay (#22660) using a BSA gradient kit (Bio-Rad; 500-0206) and 20 μg of protein extract was loaded onto either NuPAGE 4%–12% Bis-Tris protein gels (Thermo Fischer Scientific #NP0321BOX) or Novex WedgeWell 14% Tris-Glycine Mini Gels (Thermo Fischer Scientific #XP00140BOX) depending on the size of the protein of interest. Gels were run at 125 V for 2 h. Proteins were transferred for 70 minutes at 70 V to a nitrocellulose membrane (Thermo Fischer Scientific #88024). Membranes were blocked for 90 min using Odyssey blocking buffer (Li-Cor #927-50003). Primary antibodies were added at the proper dilution Table S1 in either TBS-T + 5% milk or 5% BSA and incubated overnight at 4 degrees. Membranes were washed three times for 15 min in TBS with TWEEN. Infrared species-appropriate secondary antibodies were then added Table S1 for one hour. Membranes were washed three times with PBS-T for 15 min and imaged on the Li-Cor Odyssey scanner. Bands were quantified using LI-COR Biosciences Image Studio Lite.

#### Immunofluorescence

Cells were fixed in IBIDI dishes (IBIDI Scientific, 81156) with 4% formaldehyde. Cells were permeabilized during 10 min in PBS+0.1% Triton-X. Blocking was then done using with 2% FBS 2% BSA in PBS with 0.1% Triton for 45 min. Cells were then incubated for 1h30min with the primary antibody diluted at the appropriate concentration in the same buffer as used for blocking. Cells were then washed 3 times 5 min with PBS+0.1% Triton. Secondary antibodies were added for 1 h diluted at 1:800 in the same buffer as used for blocking and primary antibody incubation. Cells were washed with PBS + 0.1% Triton 3 times for 5 min. Finally, cells were incubated for 5 min with PBS+DAPI before a final rinse in PBS.

#### RNA sequencing, data processing, differential expression analysis and gene ontology analysis

Library preparation was done by in-house facility us NEBNext® Multiplex Oligos for Illumina. Paired-end sequencing was performed using the Novaseq sequencing platform, yielding 517 million reads (single-lane). 

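The deposited table accounts for 516885748 reads over the 18 libraries. The reads on genes made up 74.9% to 77.9% of a library. Between 12.4% and 14.1% were not aligned, 4.51% to 4.76% fell on more than 1 gene and 3.54% to 4.62% on none, and 0.0761% to 0.169% aligned to several places. Alignments of low quality made up 0.519% to 0.612% of a WT library and 0.889% to 1.02% of an iEZR_CA library. Spike-in RNA, a mix of ERCC sequences added to each sample, took 0.575% to 0.884% of the reads. Of its 92 sequences, 89 had at least 1 count. Reads outside genes and reads of spike-in RNA were left out of library sizes.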

Reads were trimmed and adapters removed using FastQC and TrimGalore (Babraham Bioinformatics). Mouse genome build GRCm38/mm10 was used to align reads with GSNAP version 2015-09-29 (Wu and Nacu, 2010). Genes were annotated using Ensembl release 81 (Cunningham et al., 2015) and read counts were quantified using HTSeq (Anders et al., 2015). Differential expression analysis was computed using DESeq2 (Love et al., 2014) a design containing an interaction term (Time point:CellType).

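The interaction term compares the change from ESCs in iEZR_CA cells with the change in WT cells, and was tested here as a contrast of the 6 groups in edgeR. Before any threshold on fold change or expression, 7081 genes had an interaction at T24 and 8452 at T48, with an adjusted p-value under 0.05. A gene that differs between the lines by the same factor at every stage has no interaction.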

For gene ontology analysis, the significant interaction terms at 24hrs and 48hrs were selected (i.e., differently regulated between iEZR_CA cells and wild-type celld during exit from naive pluripotency), using thresholds of base mean > 5 and an absolute log2 fold change > 1. 

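With a mean normalized count above 5 and an absolute log2 fold change above 1, 1546 genes had an interaction at T24, for 1002 of which iEZR_CA cells changed more upward (or less downward) than WT cells. At T48 there were 2412 such genes, 1382 upward and 1030 downward. With the threshold on mean expression read as a mean log2 expression above 5, as in the legend of Figure S3I, 873 and 1472 genes were left. With no threshold on fold change there were 7057 and 8411. DESeq2 with the same thresholds gave 1276 and 2140 genes.

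Genes with the largest interactions were picked by a rule set before the data were examined. Upward at T24, Lrrc15 (ENSMUSG00000052316, chromosome 16, 30269302 to 30283256) fell from 669 ± 24.9 to 11.4 ± 6.85 normalized counts in WT cells (SD, n = 3) and from 284 ± 14.6 to 203 ± 22.1 in iEZR_CA cells (interaction 5.18, standard error 0.20, adjusted p = 9.9e-32 by edgeR). Saa3 ranked first by its fitted value, but no iEZR_CA library had more than 1 count of it in ESCs or at T24, so its interaction cannot be measured. Downward at T24, Pax8 (ENSMUSG00000026976, chromosome 2, 24420560 to 24475599) rose from 4.19 ± 0.340 to 417 ± 21.9 in WT cells and from 22.1 ± 10.1 to 97.5 ± 10.9 in iEZR_CA cells (interaction -4.55, standard error 0.38, adjusted p = 3.0e-16 by edgeR). Rapgef4 had 3.16 ± 3.17 normalized counts in WT ESCs and 285 ± 8.97 in iEZR_CA ESCs, and 88.1 ± 12.0 and 241 ± 7.55 at T24. Cdh20 fell from 253 ± 11.1 to 16.5 ± 6.02 in iEZR_CA cells and from 14.7 ± 0.994 to 11.0 ± 4.58 in WT cells.

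Upward at T48, Lefty1 (ENSMUSG00000038793, chromosome 1, 180935022 to 180938400) changed from 255 ± 26.5 to 346 ± 16.5 in WT cells and rose from 12.2 ± 1.79 to 1091 ± 12.2 in iEZR_CA cells (interaction 6.00, standard error 0.26, adjusted p = 2.6e-13 by edgeR). Pramef17 had no count in WT T48 cells and 23.1 ± 7.09 normalized counts in iEZR_CA T48 cells, after 166 ± 16.6 and 418 ± 54.2 in ESCs. Downward at T48, Fam131b rose to 641 ± 18.0 in WT cells and 106 ± 13.4 in iEZR_CA cells from at most 4 counts per library in ESCs, and Fut1 to 250.1 ± 14.6 and 6.60 ± 2.35 from at most 2. Nav3 fell from 238 ± 16.7 to 0.935 ± 0.231 in iEZR_CA cells and rose from 1.80 ± 0.820 to 17.9 ± 5.06 in WT cells.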

DAVID 6.8 (Huang et al., 2009a, 2009b) was used to compute the statistical enrichment of Gene Ontology terms. For each category (KEGG Pathway and Cellular Component), the list of enriched terms was filtered using Benjamini-Hochberg false-discovery rate correction (p_adj < 0.1). Additionally, only terms with fold enrichment > = 2 and at least 1% of annotated genes regulated were selected. The top 5 (ordered on increasing adjusted p value) are plotted for each of the four functional annotations category.

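Genes with a mean normalized count above 5 numbered 18482. For each, the variance of the log2 normalized counts within a group was averaged over the 6 groups and set against the variances over all choices of 3 among the 18 libraries. A gene was taken as highly variable when its variance within groups lay below the 5th percentile of these values. With the 1st percentile in place of the 5th, 769 genes passed, and with edgeR's log2 CPM in place of log2 normalized counts, 5101 passed.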

Highly variable genes were determined by averaging, for each gene, the intra-group variance (3 replicates per group, 6 experimental groups). The intra-group (or technical) variance was then compared to the distribution of variance computed over 3 randomly selected samples (inter-group variance). Highly variable genes were those for which the technical variance was significantly lower than the inter-group variance.

#### Micropatterning

Glass coverslips (Marienfekd GmBH) were sonicated in 1 M HCl for 5-15 minutes, washed and plasma-treated for 30 s for glass passivation. Then 0.1 mg/mL of PLL-g-PEG (PLL(20)-g[3.5]-PEG(2)/Atto663 from SuSoS) solution was added to the coverslips for 30 min at room temperature. Chrome MASK from Delta Mask was used. The mask was illuminated with UV light for 5 min on the chrome side, then the PEG-coverslips were added on the chrome side and illuminated for 6 min to burn the PEG in the shape of the desired pattern (circles in our case). Coverslips were then dried and stored. Coverslips were rehydrated before use.

For immunofluorescence assays, we seeded the cells onto the patterns (coated with laminin, see above for details) in 2i+L at a density allowing for the formation of small colonies, occupying the whole available space on the small circles while still having free space on the bigger circles. Cells were then washed three times in PBS and placed in N2B27 only without 2i+L. After 24h in N2B27, cells were fixed and immunostained.

#### Generation of chimeras

ES cells (five to eight cells per embryo) were injected into eight-cells embryos via a laser-generated perforation in the zona pellucida using XYClone (Hamilton Thorne　Biosciences). Injected embryos were cultured in N2B27 with or without 1 μg/ml Dox for two-days for eight-cells injection or one-day for blastocyst injection, an equivalent of E4.5 blastocysts at 37°C and 5% CO_2_.

#### Isolation of ICMs from embryos, and *in vitro* culture

Embryo and cell manipulations were carried out under a dissecting microscope (Leica Microsystems). The zona pellucida was removed using acid Tyrode’s solution (Sigma) at E4.0. E4.5 blastocysts were subjected to immunosurgery as previously described (Solter and Knowles, 1975). In brief, blastocysts were incubated for 45-60 minutes in a 1:5 dilution of anti-mouse rabbit serum (Sigma) in N2B27, washed in N2B27 and further incubated for 30-60 minutes in a 1:5 dilution of rat serum (in-house) in N2B27 for the complement reaction. The ICM was subsequently cleaned from residual trophectoderm with a narrowly fitting glass pipette. Isolated ICMs were culture in N2B27 at 37°C and 5% CO_2_ with or without 1 μg/ml Dox an equivalent to E5.5 in which PrE lineage cells surround the matured EPI.

#### RhoA pulldown assay

RhoA pulldown assay was performed using the Cytoskeleton Inc pull down kit (#BK036) and carefully following the provided instructions. In a nutshell, the assay is using beads coated with the Rho binding domain of Rhotekin, a rho effector protein which bind specifically to the GTP-bound RhoA. His tagged RhoA protein and GTPγS were used as controls.

#### Immunofluorescence staining

Embryos or one-day cultured isolate ICMs were fixed with 4% paraformaldehyde (PFA; Thermo Fisher Scientific) in Phosphate buffered saline (PBS; Sigma) at room temperature for 15 minutes. Then, the samples were rinsed in PBS containing 3 mg/ml polyvinylpyrrolidone (PBS/PVP; Sigma), permeabilised with PBS/PVP containing 0.25% Triton X-100 for 30 minutes. Blocking was performed with a buffer comprising PBS containing 0.1% bovine serum albumin (BSA; Sigma), 0.01%Twenn20 (Sigma) and 2% donkey serum at 4°C for 2-3 hours. Primary antibodies (See Table S1) were diluted in blocking buffer, and samples were incubated in the appropriate antibody solution at 4°C overnight. They were rinsed three times in blocking buffer for 15 minutes ~each. Secondary antibodies were diluted in blocking buffer with 500 ng/ml 4’,6-diamidino-2-phenylindole (DAPI; Invitrogen) and samples were incubated in the appropriate antibody solution at room temperature for one hour in the dark. They were rinsed three times in blocking buffer for 15 minutes ~each. Whole staining process was performed on a microwell mini Tray (Nunc). Embryos or cultured isolated ICMs were put in a small drop of blocking buffer on poly-D-lysine (Sigma) coated glass-bottom dishes (MatTek) covered with mineral oil (Sigma), and their images were acquired using a Leica TCS SP5 confocal microscope.

#### Gastruloid culture

Gastruloids produced as described before (Baillie-Johnson et al., 2015). Briefly, mouse ES cells were detached from gelatin-coated vessels using accutase for 4 min (Sigma, A6964). The iEZR_CA ES cells were cultured with doxycycline for 24 h or 48 h before aggregation and during the following protocol. Detached cells were then washed once with warm N2B27 and twice with warm PBS (Sigma, D8537). In between the washes, the cells were pelleted for 3 min at 170 x g. Subsequently, the cells were resuspended to fresh N2B27 and the number of cells counted using an automated cell counter (Merck, Scepter 2.0, PHCC20040). The cell suspension was diluted so that 40 ul of suspension had 300 cells. 40 ul of suspension was then transferred to low attachment 96 well round-bottomed plates (Sigma, M3562) for 48 h of aggregation. Next, 150 ul of fresh N2B27 medium with 3 uM CHRI99021 (Cambridge Bioscience, CAY13122) was pipetted to the wells for 24 hours. After which 150 ul of fresh N2B27 medium was changed to the wells daily until 120 hours.

#### Gastruloid morphometric analysis

WT and iEZR_CA organoids were imaged using a cell culture microscope (Olympus, CKX53SF) and 10x air objective (Olympus, NA 0.25) mounted with a digital camera (Canon, EOS 250D). The resulting images were analyzed with ImageJ Fiji distribution (Schindelin et al., 2012). Briefly, the images were opened as an image stack and converted to 8-bit grayscale images. Next, the grayscale images were thresholded manually to best segment the organoid outlines. The resulted binary masks were then measured using Fiji build in analyze particles function. “Feret’s diameter” and “shape descriptors” were recorded and analyzed.

#### Fluid phase uptake assay

Cells were seeded on IBIDI dishes (IBIDI Scientific, 81156) a few hours before imaging. Cells were then incubated for 10 min in N2B27 or 2i+L with 10 μg of either pH-Rhodo Dextran (pHrodo Red Dextran, 10,000 MW, for Endocytosis, Thermofischer Scientific) or Alexa Fluor Dextran (Dextran, Alexa Fluor 647; 10,000 MW, Thermofischer Scientific) (Rappaport et al., 2016). Cells were then rinsed immediately prior to imaging. Each dish was imaged for 30 min.

For quantifications with either pH Rhodo or Regular Dextran, total intensity inside the cell was measured with Fiji by using a sum z projection. The signal was corrected by taking a ROI of the background of a similar size as of the measured cells. The background signal was then subtracted from the signal from cell. Only single cells or groups of cells with clear boundaries were quantified. CellMask Deep Red (Invitrogen # C10046) was used to identify individual cell boundaries. Experiments were always performed side by side with cells in 2i+LIF as control. Data are normalized to cells in 2i+L.

#### FRET analysis

Imaging was performed on an inverted confocal microscope (Olympus FV1200), at 37°C with 5% CO_2_ for live imaging, taking z stacks 10 μm in total height with a 1 μm step using a 63x objective. For FRET quantifications, we used a home-written (HDB) custom Macro in Fiji (Schindelin et al., 2012) FRET and donor channel signals were corrected for background.

For the FRET sensor for RhoA activation (Pertz et al., 2006), a sum-projection was performed before FRET quantification. We then measured average ratio in each cell by using three circular ROIs (of 1 μm diameter) in the region of positive FRET ratio (thus at the cell cytoplasm or cortex and not in the nucleus for example). We then averaged the obtained data for each cell.

For the FRET sensor for ERK activation in the endosome, vesicles were semi-automatically identified and average fluorescence was quantified in each vesicle across all the channels. Small Z maximum projections (over 3 z slices of 1 μm) were quantified in order to ensure capture entire endocytotic vesicles. We then calculated the ratio of values obtained in donor and FRET channels to obtain FRET ratio following Deathridge et al. (2019) and Palamidessi et al. (2019) methods.

#### Clonogenicity assay

To test for speed and efficiency of exit from pluripotency, replating assays were performed. For each experimental condition, ~400 000 cells were plated onto 6-well dishes coated with 0.1% gelatin, in N2B27 to induce exit from naive pluripotency. After 48h in N2B27, the cells were resuspended and counted. A specific number of cells (typically 400) was then replated in N2B27+2i+L onto a 12-well plate. After 4 days, the number of colonies was manually counted; as only naive cells survive in 2i+L, this assay quantifies the efficiency of pluripotency exit. As a positive control, cells cultured in 2i+L were replated in 2i+L. Occasionally replated cells were tested for naive pluripotency using a Blue-color AP staining kit to add another control that replated cells were indeed naive pluripotent (Cambridge Bioscience #AP100B-1).

#### Scanning Electron Microscopy

Samples were fixed with glutaraldehyde 1%. Preparation for scanning electron microscopy was performed as in Chugh et al. (2017) without membrane extraction. Jeol 7401 - high resolution Field Emission Scanning Electron Microscope was used for imaging.

#### Plasmids

Rab5a and FRET plasmids were provided by Giorgio Scita’s lab (Palamidessi et al., 2019)

Ezr_GFP and EZR_CA_GFP were provided by Guillaume Charras (Gautreau et al., 2000)

FRET RhoA sensor was obtained from Adgene (#12150) and is characterized in Pertz et al. (2006))

### Quantification and Statistical Analysis

Live imaging was performed on an inverted confocal microscope (Olympus FV1200), at 37°C with 5% CO_2_, taking z stacks 10 μm in total height with a 1 μm step using a 63x objective and using low laser power. Fix imaging was performed on an inverted confocal microscope (Leica TCS SP5) taking z stacks 20 μm in total height with a 1 μm step using a 63x objective. All image analysis were performed using Fiji (Schindelin et al., 2012).

To measure Nanog and Otx2 levels, we used DAPI to locate the cell nuclei, identified the nuclei mid plane and make a ROI of the nucleus. We then used this ROI to measure average Nanog or Otx2 intensity per nucleus, thus controlling for cell/nuclear size in measuring transcription factor expression.

For pERM measurements by IF, we used a sum-projection. We then identified ROIs in the cell (using the cortical actin identified via the phalloidin channel (Alexa Fluor 568 Phalloidin (ThermoFischer Scientific # A12380)) as boundary for the ROI) and measured the integrated signal (the mean intensity signal^∗^number of pixels in the selection) to compensate for differences in cell size. Additionally, we corrected the measured values by subtracting background using the same ROI as for the cell but in a region with no cell present. Data were normalized to round cells. signal was used to determine cell boundaries and to classify cells according to shape based on visual inspection.

For Fgfr1 quantifications, average fluorescence was measured in each cell using CellMask Deep Red (Invitrogen # C10046) as a marker to locate individual cells. Average intensity was then manually measured in the midplane of the cells by taking a ROI following the cell boundary.

For #blebs in Figure S1, the number of blebs was manually counted at every time point (every 20 minutes) across a z stack using LifeAct and brightfield as guides to identify individual blebs (note that only actin filled blebs could be observed with this method).

For all statistical analysis, PRISM 7 (Graphpad software, Inc) was used. Statistical details can be found in the legend of each figure. D’agostino and pearson test was used to test for normality. N represents number of independent biological replicates. Pooled independent experiments are used in dot plots.

# Supplementary material for: Membrane Tension Gates ERK-Mediated Regulation of Pluripotent Cell Fate
**Source:** Cell Stem Cell. 2021 Feb 4;28(2):273–284.e6. doi: 10.1016/j.stem.2020.10.018
**Supplement:** Document S2. Article plus Supplemental Information

# Membrane Tension Gates ERK-Mediated Regulation of Pluripotent Cell Fate

## Graphical Abstract

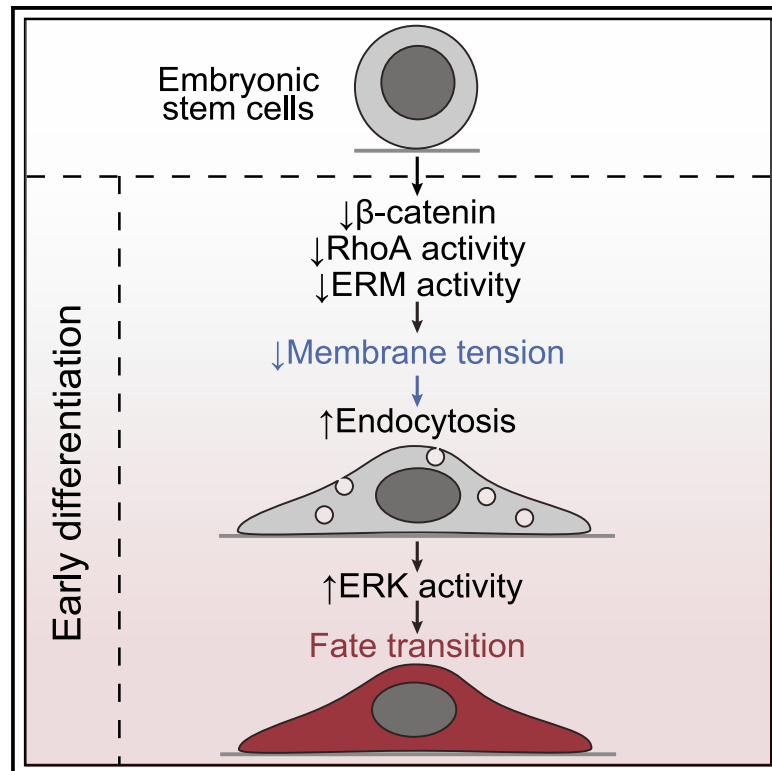

## Authors

Henry De Belly, Aki Stubb, Ayaka Yanagida, Céline Labouesse, Philip H. Jones, Ewa K. Paluch, Kevin J. Chalut

## In Brief

In this study, Chalut and colleagues investigate how changes in cell surface mechanics drive early differentiation in embryonic stem cells and show that preventing this change leads to developmental defects. They identify a membrane tension gated increase in endocytosis as a key mechanism regulating an ERK-regulated cell fate transition.

## Highlights

- Membrane tension decreases in early differentiation of embryonic stem cells
- Membrane tension drop leads to increase in endocytic ERK signaling and fate transition
- Membrane tension drop initiated by regulatory axis, including  $\beta$ -catenin, RhoA, and ERM
- Preventing membrane tension drop results in developmental defects

## Article

## Membrane Tension Gates ERK-Mediated Regulation of Pluripotent Cell Fate

Henry De Belly,<sup>1,2,3</sup> Aki Stubb,<sup>3</sup> Ayaka Yanagida,<sup>2,4</sup> Céline Labouesse,<sup>2</sup> Philip H. Jones,<sup>5</sup> Ewa K. Paluch,<sup>1,3,\*</sup> and Kevin J. Chalut<sup>2,6,\*</sup>

<https://doi.org/10.1016/j.stem.2020.10.018>

## SUMMARY

Cell fate transitions are frequently accompanied by changes in cell shape and mechanics. However, how cellular mechanics affects the instructive signaling pathways controlling cell fate is poorly understood. To probe the interplay between shape, mechanics, and fate, we use mouse embryonic stem cells (ESCs), which change shape as they undergo early differentiation. We find that shape change is regulated by a  $\beta$ -catenin-mediated decrease in RhoA activity and subsequent decrease in the plasma membrane tension. Strikingly, preventing a decrease in membrane tension results in early differentiation defects in ESCs and gastruloids. Decreased membrane tension facilitates the endocytosis of FGF signaling components, which activate ERK signaling and direct the exit from the ESC state. Increasing Rab5a-facilitated endocytosis rescues defective early differentiation. Thus, we show that a mechanically triggered increase in endocytosis regulates early differentiation. Our findings are of fundamental importance for understanding how cell mechanics regulates biochemical signaling and therefore cell fate.

## INTRODUCTION

The integration of mechanics with cell signaling has a crucial impact on cell function. A number of studies have highlighted the importance of sensing the mechanical properties of the extracellular environment in developmental morphogenesis (Heisenberg and Bellaïche, 2013; Koser et al., 2016), immunity (Solis et al., 2019), tumorigenesis (Halder et al., 2012), and wound healing (Razzell et al., 2014). The influence of extracellular mechanical cues is also emerging as a key player in tissue homeostasis (Gudipaty et al., 2017; Pepe-Mooney et al., 2019; Yui et al., 2018) and stem cell function and fate choice (Engler et al., 2006; Przybyla et al., 2016; Segel et al., 2019; Totaro et al., 2017). Most of these studies have focused on how the mechanics of the environment, in particular substrate stiffness, affects cell function.

At the same time, several studies suggest that changes in cell shape correlate with changes in signaling and fate. For example, it was shown that serum response factor signaling is regulated by spreading in epidermal stem cells (Connelly et al., 2010), and Stat3 signaling is linked to spreading in embryonic stem cells (Murray et al., 2013). It was also shown that the extent of spreading may affect fate choice in mesenchymal stromal cells (McBeath et al., 2004). Importantly, cell shape is controlled by

forces exerted by the cytoskeleton on the cell surface; thus, it is a direct readout of intrinsic cell mechanics (subsequently cell mechanics, reviewed in Clark et al., 2014 and Heisenberg and Bellaïche, 2013). Therefore, cell mechanics and substrate stiffness could both affect signaling. However, cell and substrate mechanics are often coupled (Tee et al., 2011). As a result, studying the effects of cell mechanics on cell function is challenging, and the mechanisms by which the intrinsic mechanical properties of a cell could affect signaling remain elusive.

An excellent model system to investigate mechanical signaling in the context of a well-defined fate transition is embryonic stem cells (ESCs). Mouse ESCs possess the ability to produce all tissues, a property called pluripotency (Avior et al., 2016; Chen et al., 2016). These cells can be maintained indefinitely in a “naïve” state (Evans and Kaufman, 1981; Ying et al., 2008) and ushered through distinct phases of pluripotency (Kalkan et al., 2017), including the highly characterized first stage of differentiation, exit from naïve pluripotency (Kalkan et al., 2017; Mulas et al., 2019). The signaling requirements of exit from naïve pluripotency are well understood; the process has been shown to be primarily driven by fibroblast growth factor/extracellular signal-regulated kinase (FGF/ERK) signaling (Kunath et al., 2007; Nett et al., 2018). Interestingly, it was recently shown that ESCs are not sensitive to external mechanical cues (Verstreken et al.,

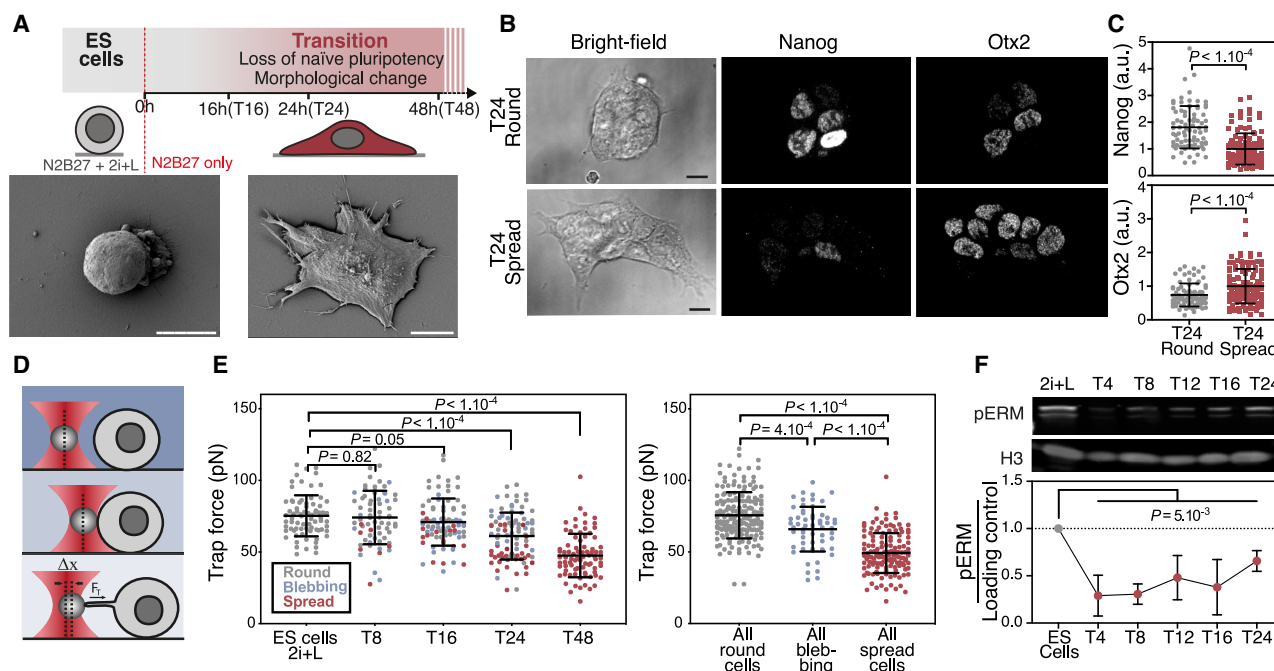

**Figure 1. Membrane Tension Is Reduced in ESCs during Early Differentiation**

(A) Top: schematic of experimental setup to investigate exit from naive pluripotency in ESCs; bottom: SEM images of ES and T48 cells. (B) Representative single z planes of T24 cells immunostained for Nanog and Otx2. (C) Quantification of Nanog and Otx2 levels (from images as in B) in round (gray dots) and spread (red dots) T24 cells (N = 3). (D) Schematic of membrane tension measurement using optical tweezers. (E) Left: trap force (direct readout of membrane tension) during exit from naive pluripotency of ES, T8, T16, T24, and T48 cells (means  $\pm$  SDs; 5 independent experiments). The data are color coded based on cell shape (gray, round; orange, blebbing; red, spread). Right, same data as left panel but with all of the data grouped by shape (e.g., all of the blebbing cells correspond to all of the blebbing cells observed in T8, T16, and T24). (F) Representative fluorescent Western blot for pERM and His3 in ESCs and at various time points during exit from naive pluripotency and corresponding quantification (N = 4). p value was calculated using a 2-way analysis of variance (ANOVA). For all of the panels, graphical data represent means  $\pm$  SDs. Unless otherwise indicated, for all panels, p values were established by Welch's unpaired Student's t test. Scale bars represent 10  $\mu$ m.

2019), yet ESCs display a striking shape change, from round to spread, as they exit naive pluripotency (Chalut and Paluch, 2016), indicative of changes in cell mechanics. Thus, mouse ESCs constitute a particularly appropriate model system to dissect the role of cell mechanics in signaling in a well-defined fate transition.

Here, we show that the shape change observed in early ESC differentiation is driven by a reduction in effective membrane tension. We demonstrate that this change in membrane tension is regulated by the key pluripotency factor  $\beta$ -catenin (Wray et al., 2011). We further show that the decrease in membrane tension accompanying early differentiation leads to the increased endocytosis of FGF signaling components. This results in the increased activity of ERK, which is necessary for exit from naive pluripotency. Our study unveils a key mechanism whereby changes in cellular mechanics regulate the signaling that drives fate transitions.

## RESULTS

### Early Differentiation of ESCs Correlates with Membrane Tension Reduction and Spreading

To study the interplay between cell shape and cell fate change, we asked whether cell shape correlates with fate during the early

stages of exit from naive pluripotency. ESCs were cultured on gelatin-coated plates and maintained in N2B27 medium supplemented with the mitogen-activated protein kinase (MEK)/ERK inhibitor PD0325901, the glycogen synthase kinase 3 (GSK3) inhibitor/ $\beta$ -catenin agonist CHIRON (CHIR), and leukemia inhibitory factor (the culture medium known as 2i+L) (Mulas et al., 2019). Exit from naive pluripotency was initiated by withdrawing the inhibitors and culturing cells in N2B27 medium alone. After 24 h in N2B27 (T24), cells displayed a mixture of shapes, with most cells already flat and spread, and some still round and in colonies (Figures 1A and S1A). This heterogeneity is consistent with previously described asynchrony in exit from naive pluripotency (Kalkan et al., 2017). To identify a potential correlation with cell fate, we fixed the cells and, in cells of different shapes, quantified the expression of Nanog, a marker of naive pluripotency, and Otx2, a transcription factor upregulated in cells that have exited naive pluripotency (Kalkan et al., 2017). We found that Nanog levels were significantly higher and Otx2 significantly lower in round cells as compared to spread cells (Figures 1B and 1C), thus establishing a correlation between cell shape and exit from naive pluripotency.

We next characterized the dynamics of cell spreading during exit from naive pluripotency. To do this, we captured time-lapse images of ESCs stably expressing LifeAct-GFP to visualize

filamentous actin (Video S1). We observed that, before spreading, the cells displayed a phase of intense blebbing (Figures S1B–1D). Notably, blebbing is often a sign of low membrane-to-cortex attachment (Charras and Paluch, 2008), a key mechanical parameter controlling the apparent tension of the plasma membrane. Apparent membrane tension (subsequently referred to as “membrane tension”) depends on the in-plane tension of the lipid bilayer and on membrane-to-cortex attachment, and is a measure of the resistance of the plasma membrane to deformations (Pontes et al., 2017a). As such, it is a major regulator of cell shape (Diz-Muñoz et al., 2013). Furthermore, in our scanning electron microscopy (SEM) images T48 cells displayed more surface membrane folds and reservoirs compared to naive cells (Figures 1A and S1A), suggesting differences in membrane tension (Pontes et al., 2017a).

We next asked whether exit from naive pluripotency is associated with a change in membrane tension. To address this, we used a tether pulling assay using optical tweezers (Figures 1D, 1E, and S1E; Video S2), in which the force exerted on the bead by the membrane tether (the “trap force”) is a direct readout of membrane tension (Diz-Muñoz et al., 2013). We found that ESCs significantly decrease their membrane tension as they exit naive pluripotency (Figure 1E). Moreover, at T24, when cell populations display mixed morphologies, round cells had a significantly higher membrane tension than blebbing and spread cells. This is consistent with previous studies showing that cell spreading is facilitated by decreased membrane tension (Pontes et al., 2017b; Raucher and Sheetz, 2000). Therefore, we conclude that cell spreading during exit from naive pluripotency occurs concomitantly with a decrease in plasma membrane tension.

Membrane tension has been shown to be regulated largely by linkers between the plasma membrane and the underlying actomyosin cortex, such as ezrin-radixin-moesin (ERM) and myosin I proteins (Nambiar et al., 2009; Pontes et al., 2017a). To narrow the list of potential regulators of membrane tension, we checked the expression of genes encoding for linker proteins in ESCs and in their *in vivo* counterpart, the pre-implantation epiblast, using a published dataset (Boroviak et al., 2015). We found that ERM proteins, and in particular Ezrin, were up to 10 times more expressed than myosin I proteins. We thus focused on ERM proteins, which are activated by phosphorylation (Gautreau et al., 2000). At the population level, we found that the level of phosphorylated ERM (pERM) was sharply decreased after 2i+L removal (Figures 1F and S1F). We confirmed these results using immunostaining of T16 cells, which showed that spread cells have lower levels of pERM than round cells (Figures S1G–S1J).

### The Decrease in Membrane Tension during Early Differentiation Is Induced by a $\beta$ -Catenin-Mediated Decrease in ERM Phosphorylation

We then investigated which pluripotency-regulating signaling pathway is primarily responsible for the decrease in pERM upon removal of ESC media. We reduced the medium to the minimal signaling environment necessary to maintain naive pluripotency (2i) (Ying et al., 2008). We then separately removed PD0325901 (PD03) and CHIR from 2i to study the effects of MEK/ERK activation and GSK3b activation, respectively. We

found that, while PD03 removal did not lead to a pERM and decrease, CHIR removal resulted in a rapid and significant decrease in pERM and decrease in membrane tension (Figures S2A–S2C), pointing to a role for GSK3b signaling in regulating pERM levels. Given that increased GSK3b activation leads to  $\beta$ -catenin degradation (Liu et al., 2002), and that  $\beta$ -catenin is partly localized at the plasma membrane, we asked whether  $\beta$ -catenin depletion would lead to a decrease in pERM and subsequent decrease in membrane tension. To address this question, we measured pERM levels and membrane tension in  $\beta$ -catenin knockout (KO) ESCs (Wray et al., 2011) and found that both were significantly lower compared to wild-type (WT) ESCs (Figures 2A and 2B). These results suggest that GSK3b-driven  $\beta$ -catenin degradation mediates a decrease in pERM, which in turn controls membrane tension and cell shape during exit from naive pluripotency.

### $\beta$ -Catenin Regulates ERM Phosphorylation by Modulating RhoA Activity

We next investigated the link between  $\beta$ -catenin and ERM phosphorylation. Given that there is a known link between RhoA activity and the cadherin-catenin complexes (Arnold et al., 2017) and that active RhoA is one of the key activators of ERMs (Matsui et al., 1998), we speculated that RhoA may connect  $\beta$ -catenin to ERM. To test this hypothesis, we measured RhoA activity during exit from naive pluripotency using an active fluorescence resonance energy transfer (FRET) reporter and an active RhoA pull-down assay and found that ESCs displayed a significant decrease in RhoA activity during exit from naive pluripotency (Figures 2C–2F and S2D). Furthermore, our results show that the levels of active RhoA are significantly lower in  $\beta$ -catenin KO cells compared to WT ESCs (Figures 2E and 2F).

We then used a doxycycline-inducible ESC line expressing a phosphomimetic, constitutively active form of RhoA to probe whether higher RhoA activity does indeed lead to higher ERM phosphorylation, and thus higher membrane tension in ESCs. After doxycycline induction, we found that inducible, constitutively active RhoA (iRhoA\_CA) cells showed high levels of ERM phosphorylation and subsequently maintained high membrane tension during exit from naive pluripotency (Figures 2G and 2H). Our findings indicate that  $\beta$ -catenin degradation by GSK3 leads to a decrease in RhoA activity, which drives a subsequent decrease in ERM phosphorylation and membrane tension, suggesting that RhoA activity represents a key link between  $\beta$ -catenin and ERM regulation.

### Maintaining High Membrane Tension Impairs Early Differentiation

We then asked whether the membrane tension decrease plays a role in controlling exit from naive pluripotency. We used both the iRhoA\_CA cells and a doxycycline-inducible ESC line expressing a phosphomimetic, constitutively active form of ezrin (iEZR\_CA). After induction, iEZR\_CA cells showed high EZR\_CA expression and no growth defects (Figures S3A and S3B). After withdrawal of the naive factors (2i+L), iEZR\_CA and iRhoA\_CA cells did not spread (Figures 3A and S3C), even at T48, and they maintained high membrane tension similar to ESCs (Figures 2H and 3B). We also found that, compared to controls, iEZR\_CA and

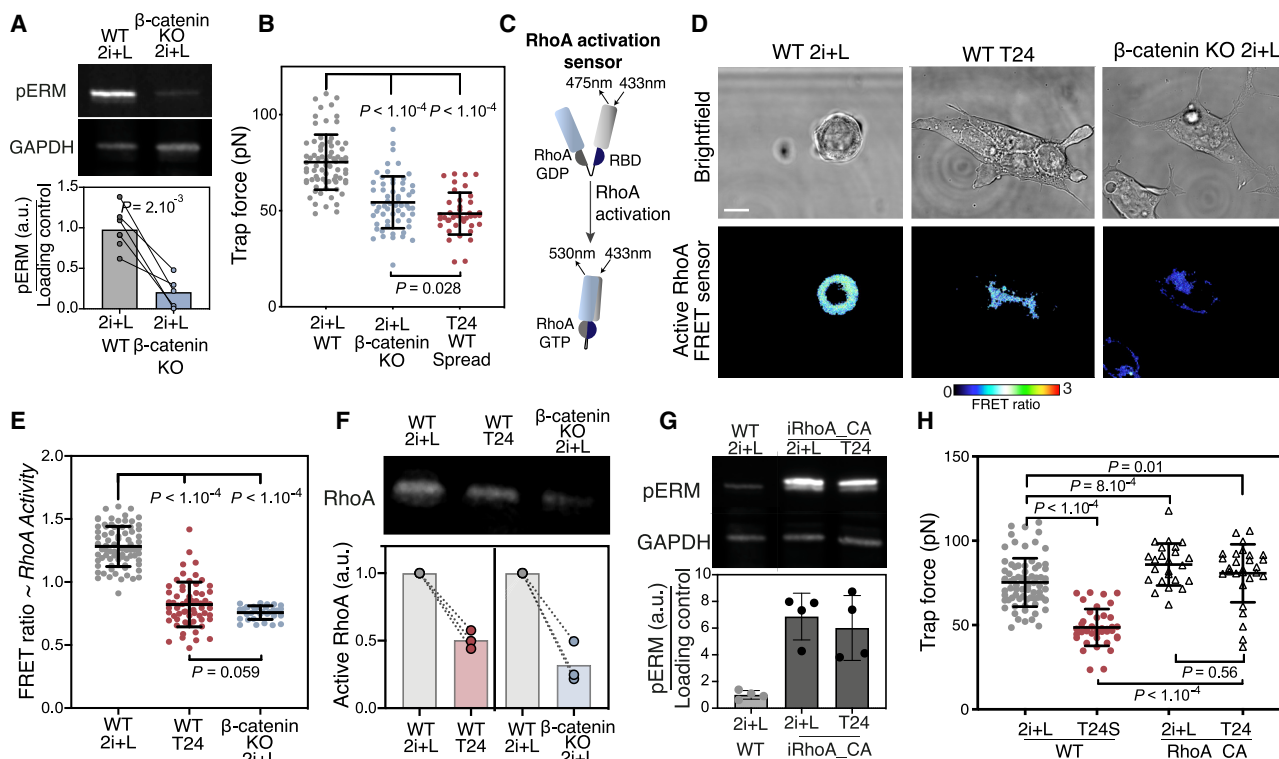

**Figure 2. The Decrease in Membrane Tension during Early Differentiation Is Induced by a  $\beta$ -Catenin and RhoA-Mediated Decrease in ERM Phosphorylation**

(A) Fluorescent Western blot and associated quantification for pERM and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) of WT and  $\beta$ -catenin knockout (KO) cells cultured in 2i+L (N = 6).  
(B) Trap force measurements of  $\beta$ -catenin KO ESCs and WT ESCs and T24 spread (S) cells (N = 3).  
(C) Schematic of the FRET sensor for RhoA activity. RBD, Rho binding domain.  
(D) Representative images of the bright-field and FRET ratio of WT ESCs, T24 cells, and  $\beta$ -catenin KO ESCs expressing the RhoA activation FRET sensor.  
(E) Quantification of the average FRET ratio ( $\sim$ RhoA activity) per cell (N = 3).  
(F) Active RhoA pull-down assay. Top, representative fluorescent Western blot for RhoA in WT ESCs, T24, and  $\beta$ -catenin KO cells after active RhoA pull-down. Bottom, quantification of active RhoA pulled down. (N = 3).  
(G) Top, representative fluorescent Western blot for pERM and GAPDH in WT ESCs, iRhoA\_CA ESCs, and T24 cells. Note that WT 2i+L is the same as in (A) (A and G are on the same gel). Bottom, corresponding quantification (N = 4).  
(H) Trap force measurement of WT ESCs, T24S, iRhoA\_CA ESCs, and T24 cells (N = 3). WT data in (B) and (H) are from Figure 1E. The graphical data represent means  $\pm$  SDs. p values established by Welch's unpaired Student's t test and indicated in the figure. Scale bars represent 10  $\mu$ m.

iRhoA\_CA cells at T24 maintained significantly higher levels of Nanog and failed to efficiently upregulate Otx2 (Figures 3C, 3D, S3C, and S3D). A clonogenicity assay indicated that unlike control T48 WT cells, iEZR\_CA and iRhoA\_CA cells placed back in 2i+L after 48 h in N2B27 were able to survive and form naive colonies with the same efficiency as naive ESCs (Figures 3E and S3E; see Method Details). To confirm the early differentiation phenotype, we performed RNA sequencing (RNA-seq) comparing iEZR\_CA and WT ESC, T24, and T48 cells. We found that iEZR\_CA cells showed a significant impairment both in loss of naive pluripotency markers and subsequent expression of early implantation markers (Figures 3F, 3G, and S3I; Table S1). These results indicate that maintaining a high membrane tension in pluripotent cells significantly inhibits their ability to exit naive pluripotency.

Furthermore, treating cells with methyl- $\beta$ -cyclodextrin, a cholesterol-sequestering compound that increases membrane tension (Biswas et al., 2018; Figures S3J and S3K), delayed

exit from naive pluripotency (Figure S3L). Conversely, treating cells with NSC 668394, an ezrin inhibitor that decreases membrane tension (Rouven Brückner et al., 2015; Figures S3J and S3K), caused cells to exit naive pluripotency more efficiently than control cells (Figure S3L). Moreover, a recent study showed that using a purely mechanical linker between actin and the plasma membrane to increase effective membrane tension also blocks exit from naive pluripotency (Bergert et al., 2020, this issue of *Cell Stem Cell*).

To assess the developmental relevance of these findings, we used a gastruloid assay (adapted from Baillie-Johnson et al., 2015) in which we compared the ability of iEZR\_CA to form gastruloids at different stages (Figures 3H–3K). We found that iEZR\_CA gastruloids displayed clear morphological defects, failing to elongate and adopt the characteristic morphology of properly progressing gastruloids with distinct multiaxial organization. The lack of elongation suggests major developmental defects in these gastruloids (Turner et al., 2017). We also performed

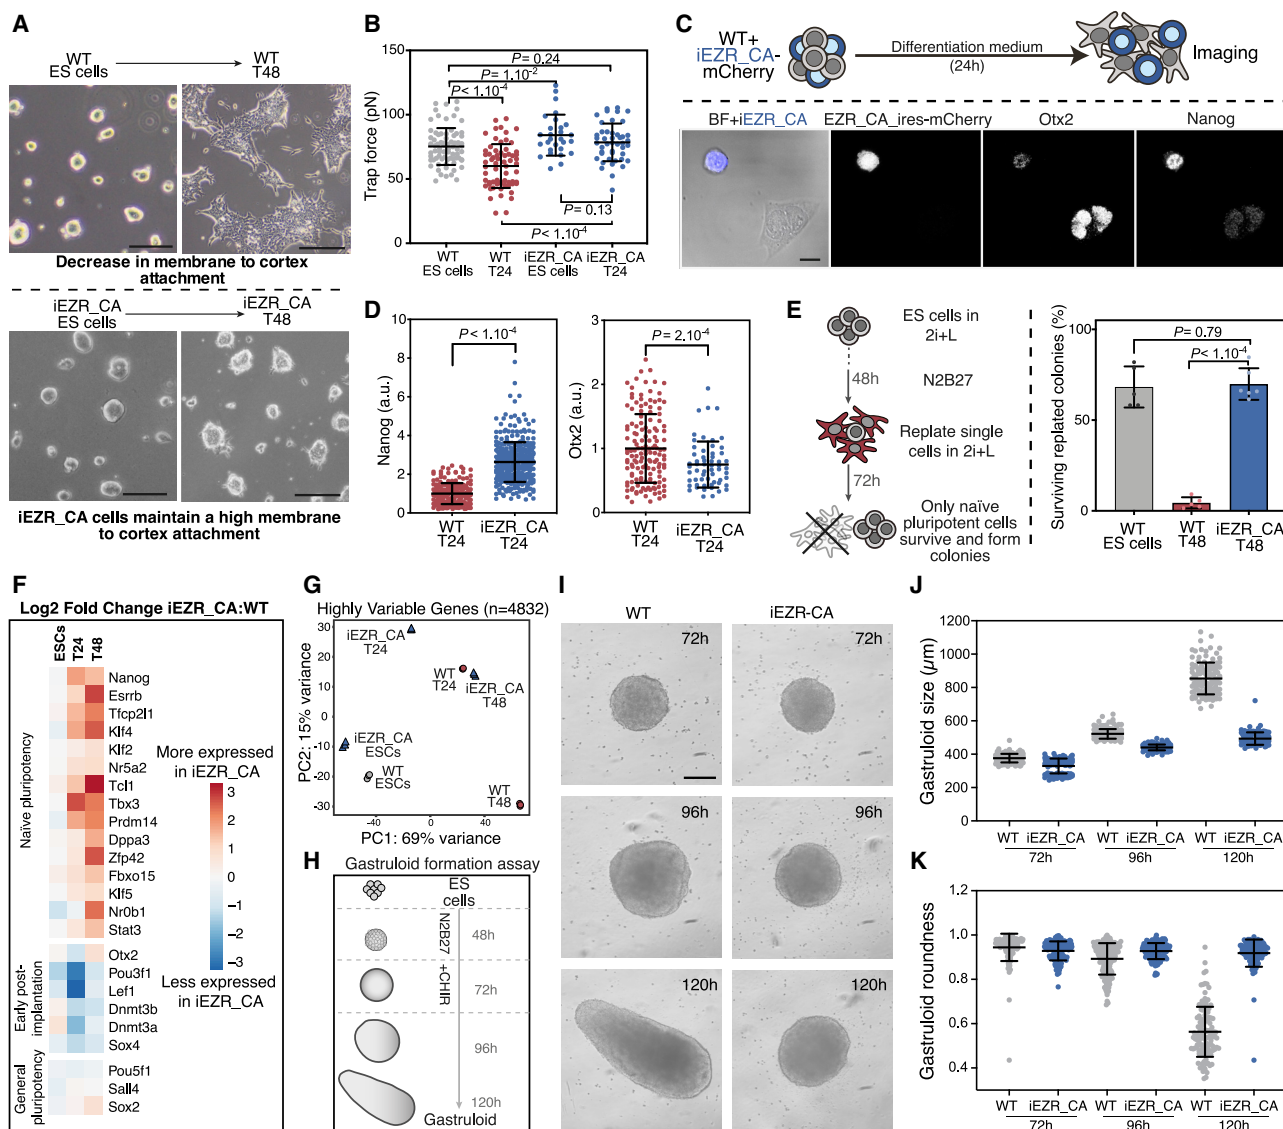

**Figure 3. Maintaining High Membrane Tension Impairs Early Differentiation**

(A) Representative images of WT (top) and iEZR\_CA (bottom) ESCs and T48 cells. Scale bar, 50  $\mu\text{m}$ .  
 (B) Trap force, as a readout of membrane tension, for WT and iEZR\_CA ESCs and T24 cells (N = 3; data for WT cells are same as Figure 1H).  
 (C) Representative single z planes of a mix of WT and iEZR\_CA (positive for the EZR\_CA\_ires-mCherry) T24 cells immunostained for Otx2 and Nanog. Scale bar represents 10  $\mu\text{m}$ .  
 (D) Quantification of Nanog and Otx2 expression in WT and iEZR\_CA T24 cells, normalized to WT mean levels (N = 3).  
 (E) Left: schematic of clonogenicity assay used as a functional measure of naive pluripotency. Right: quantification of the percentage of surviving replated cells in a clonogenicity assay using WT and iEZR\_CA ESCs. Cells replated directly from 2i+L are used as a positive control (N = 6).  
 (F) Heatmap of relative expression of main pluripotency genes and early post-implantation genes. The mean normalized log2 counts for each time point in iEZR\_CA cells is compared to mean normalized log2 counts in WT cells. Averages were computed over 3 biological replicates.  
 (G) Principal-component analysis from RNA sequencing of iEZR\_CA and WT ESCs in 2i+LIF, and 24 h (T24) and 48 h (T48). Each marker represents an independent biological replicate (3 replicates per condition). The principal components ("PC") were computed based on the normalized expression of highly variable genes (n = 4,832 genes) (see Method Details).  
 (H) Schematic presentation of the gastruloid culture protocol: 300 mouse ESCs were transferred into low-attachment wells. CHIR99021 was introduced from 48 to 72 h. Organoids were cultured for a total of 120 h and images acquired at 72, 96, and 120 h time points.  
 (I) Representative bright-field microscope images of gastruloids initiated from WT cells (left) and iEZR\_CA cells (right). Scale bar, 200  $\mu\text{m}$ . (J and K) Quantification of WT and iEZR\_CA gastruloid size and shape. Maximum feret diameter and roundness (see STAR Methods) measured from the brightfield images taken at 72 h, 96 h, and 120 h timepoints (N = 3). Graphical data represents mean  $\pm$  SD. p values established by Welch's unpaired student t test (unless specified otherwise).

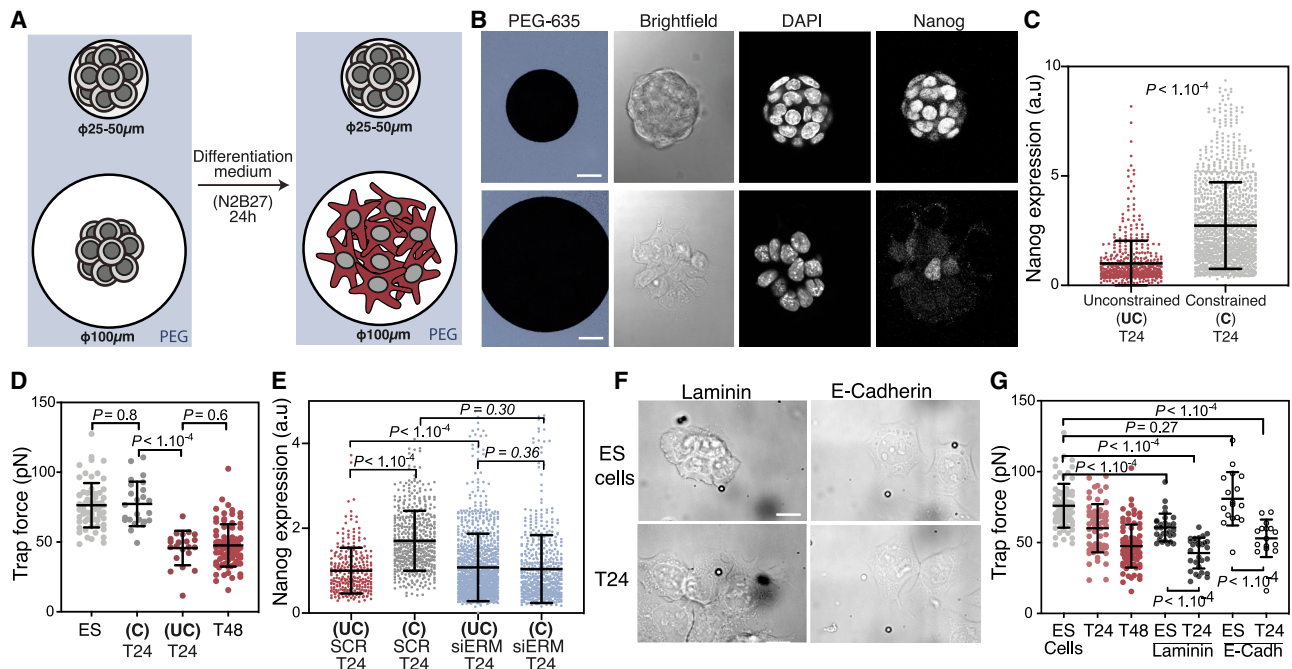

**Figure 4. Membrane Tension Reduction, Not Cell Spreading, Is Responsible for Gating Early Differentiation**

(A) Schematic of the micropatterning assay. Cells cannot adhere on polyethylene glycol (PEG) regions (blue) and can only adhere on the micropatterns. (B) Representative single z plane images of fixed ES and T24 cells cultured on small (top) and large (bottom) micropatterns and immunostained for Nanog. (C) Quantification of Nanog expression in ES and T24 cells cultured on large (unconstrained, control) and small (constrained) micropatterns (here, p values were calculated using the Mann-Whitney *U* test, *N* = 4). (D) Membrane tension measurements in ESCs and T24 cells either grown on micropatterns (small, constrained; large, unconstrained) or cultured in an open gelatin-coated dish (ES and T48). The data for cells on gelatin are from Figure 2B (*N* = 2). (E) Similar quantifications as in (C), but for cells transfected with triple small interfering RNA (siRNA) against ERM or with Scrambled (SCR) siRNA as control (Mann-Whitney *U* test was used to calculate the p value; *N* = 4). (F) Representative images of ES and T24 cells cultured on laminin and E-cadherin. (G) Trap force measurements in ESCs and T24 cells cultured on either gelatin, laminin, or E-cadherin. The data for cells cultured on gelatin are the same as Figure 2B (*N* = 3). The graphical data represent means  $\pm$  SDs. Unless otherwise specified, the p values were calculated using Welch's unpaired Student's *t* test. Scale bars represent 10  $\mu$ m.

morula injection of iEZR\_CA and control cells at the 8-cell stage and maintained embryos in culture for 2 or 3 days, resulting in embryos that are the equivalent of developmental stages embryonic days (E)4.5 and E5.5, respectively. We consistently observed a higher level of the naive pluripotency marker Nanog in the iEZR\_CA compared to native and control cells (Figures S4A and S4B), thus suggesting that high membrane tension also leads to a delay in differentiation in the embryo.

Our data strongly suggest that a pERM-controlled decrease in plasma membrane tension is essential for cell spreading and for exit from naive pluripotency.

### Membrane Tension Reduction, Not Cell Spreading, Is Responsible for Gating Early Differentiation

To clarify the relative importance of cell shape change and membrane tension, we used micropatterning to control the extent of cell spreading with disks of different diameters (small: 25–50  $\mu$ m or large: 100  $\mu$ m). We seeded ESCs at equal densities onto both small and large micropatterns in N2B27 only. We found that in contrast to cells plated on large patterns or non-patterned surfaces, spatially constrained T24 cells on small patterns did not change shape and maintained a rounded morphology similar to

ESCs (Figures 4A and 4B). Spatially constrained cells at T24 maintained high levels of Nanog, suggesting defects in early differentiation (Figures 4B, 4C, and S4C). However, spatially constrained cells also maintained a high membrane tension (Figure 4D). Strikingly, the exit from naive pluripotency on small micropatterns, where cells cannot spread, was rescued by knockdown of ERM (Figures 4E and S4D–S4G) or knockdown of myosin I family proteins (Figures S4H and S4I), treatments previously shown to reduce membrane tension (Diz-Muñoz et al., 2010; Rouven Brückner et al., 2015). Together, these experiments point to the existence of positive feedback loops between membrane tension decrease and cell spreading, and indicate that it is the decrease in membrane tension, rather than cell spreading, that is required for efficient exit from naive pluripotency.

To further test whether membrane tension regulates exit from naive pluripotency directly or as a result of cell spreading, we plated ESCs on either laminin or E-cadherin, where they display spread morphologies even in 2i+L (Figure 4F). Despite the fact that for cells on laminin and E-cadherin exit from pluripotency was associated with a much less pronounced spreading increase than for cells on gelatin, we still observed a similar drop in membrane tension during exit from pluripotency (Figure 4G).

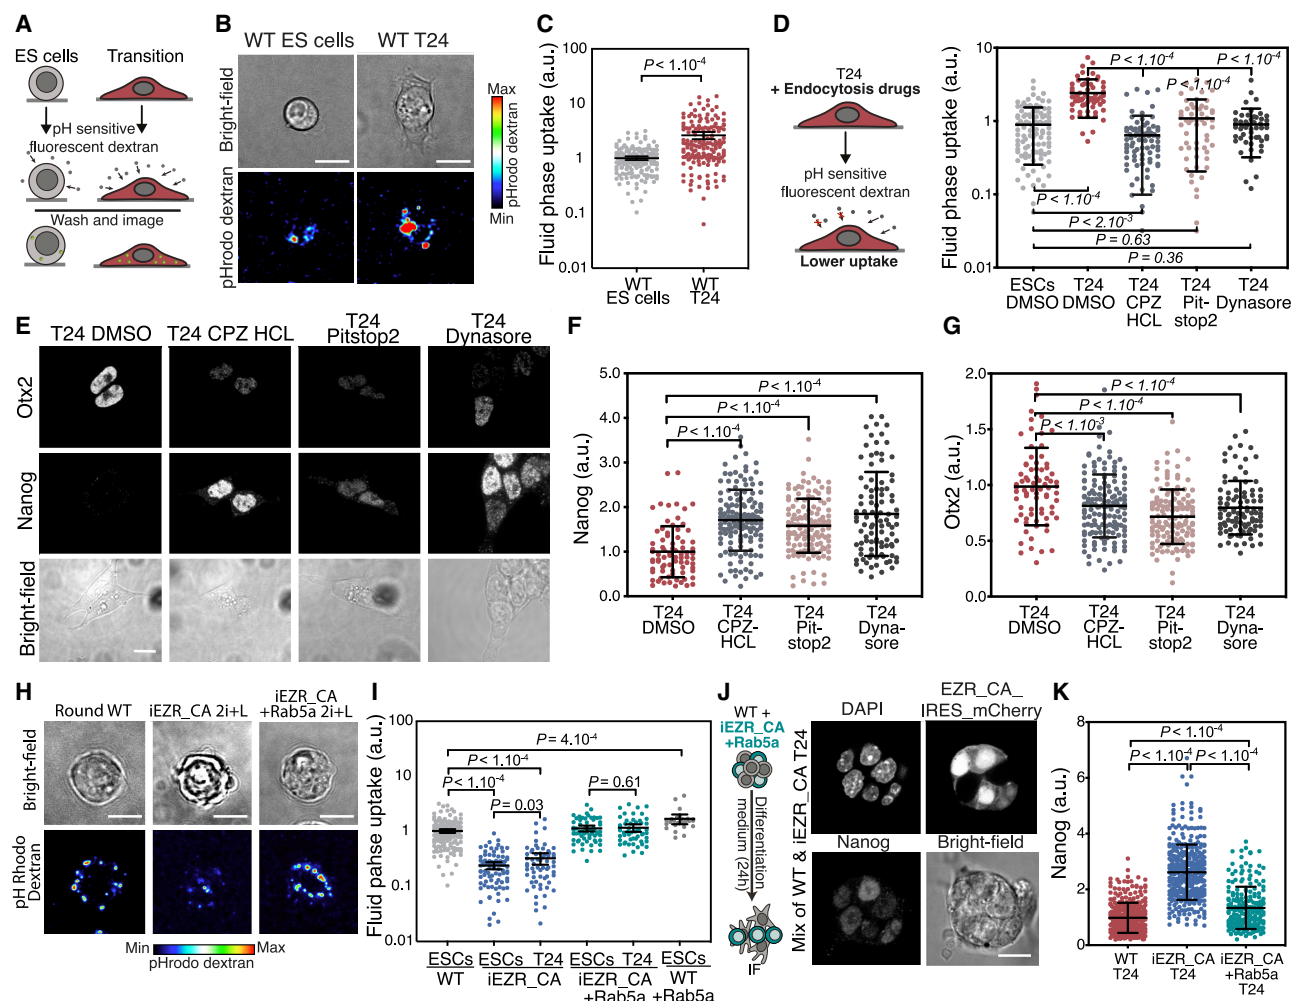

**Figure 5. Endocytosis Regulates Early Differentiation**

(A) Schematic of endocytosis quantification using a fluid uptake assay with pH-sensitive fluorescent dextran. (B and C) Sum z projection images of representative ESCs and T24 cells in assay described in (A) and (B) and corresponding quantification (C; error bars are 95% confidence intervals; N = 3). (D) Left: schematic of endocytosis quantification assay with the use of drug treatment against endocytosis. Right: quantification of fluid phase uptake in ESCs and T24 cells treated with either DMSO (control), chlorpromazine hydrochloride (10  $\mu$ M), pitstop2 (25  $\mu$ M), or dynasore (10  $\mu$ M). (E) Representative images of immunofluorescence against Nanog and Otx2 of a single z plane of T24 cells treated with either DMSO (control), chlorpromazine hydrochloride (10  $\mu$ M), pitstop2 (25  $\mu$ M), or dynasore (10  $\mu$ M). (F and G) Quantification of Nanog and Otx2 expression in cells treated with drugs to inhibit endocytosis, normalized to control (DMSO) mean levels (N = 3). (H and I) Sum z projection images of representative WT ESCs, iEZR\_CA-ESCs, and iEZR\_CA-ESCs transfected with Rab5a in the assay described in (A) and associated quantifications. Error bars: 95% confidence intervals (N = 3). (J and K) Single z plane images of representative mixed populations of WT and iEZR\_CA (positive in the mCherry channel) T24 cells, transfected with Rab5a and immunostained for Nanog and corresponding quantifications (N = 3). The non-transfected iEZR\_CA data are from Figure 2D. The graphical data represent means  $\pm$  SDs. p values calculated using Welch's unpaired Student's t test. Scale bars represent 10  $\mu$ m.

This further indicates that it is the decrease in membrane tension, and not the spreading directly, that is needed for efficient dismantling of naive pluripotency.

### Membrane Tension Regulates Endocytosis Levels in ESCs

We then asked how decreased membrane tension facilitates exit from the ESC state. We speculated that the facilitation may be through endocytosis, which is a major regulator of signaling events (Pouille et al., 2009; Sorkin and von Zastrow,

2009) and has been shown to be regulated by membrane tension (Dai and Sheetz, 1995; Thottacherry et al., 2018). We assessed global endocytosis levels using a fluid phase uptake assay, in which we cultured cells in the presence of either fluorescent dextran or a pH-sensitive fluorescent dextran (Figure 5A). Using this assay, we found that T24 cells displayed a significant increase in endocytosis levels once spread (Figures 5B, 5C, S5A, and S5B). We next interfered with this increase using drugs known to inhibit endocytosis (dynasore, pitstop2, and chlorpromazine hydrochloride) (Dutta and Donaldson, 2012).

We found that WT cells treated with these drugs failed to increase their endocytosis rates during exit from naive pluripotency (Figure 5D). We next assessed whether cells with endocytosis defects could exit naive pluripotency normally and found that these cells maintained a higher level of Nanog and a lower level of Otx2 expression compared to controls (Figures 5E–5G). These observations suggest that endocytosis regulates exit from naive pluripotency.

We next examined the link between the observed differentiation-induced decrease in membrane tension and endocytosis. We showed that endocytosis was considerably reduced in cells expressing iEZR\_CA (Figures 5H and 5I) and that it was increased in  $\beta$ -catenin KO ESCs (Figure S5C), suggesting (Dai and Sheetz, 1995; Thottacherry et al., 2018) that high membrane tension antagonizes endocytosis, which is consistent with previous findings in other systems. To test whether enhanced endocytosis could overcome the block in differentiation imposed by EZR\_CA, we overexpressed Rab5a, a master regulator of early endosomes (Palamidessi et al., 2019), in iEZR\_CA cells. The elevation of Rab5a levels has been shown to promote endocytosis (Mendoza et al., 2014; Palamidessi et al., 2019). We found that overexpressing Rab5a increased endocytosis levels in iEZR\_CA cells compared to non-transfected controls, both in ESCs and T24 cells without leading to growth defects (Figures 5H, 5I, and S5D) and without lowering membrane tension (Figure S5E). Notably, Rab5a expression rescued the early differentiation defect phenotype in iEZR\_CA cells, restoring Nanog downregulation (Figures 5J and 5K) and decreasing the number of colonies surviving in a clonogenicity assay, which is indicative of more efficient exit from naive pluripotency (Figure S5F). Furthermore, transfection with Rab5a also enabled the downregulation of Nanog protein in spatially constrained T24 cells (Figure S5G). These results show that increasing endocytosis levels via Rab5a overexpression allows ESCs to exit naive pluripotency notwithstanding a high membrane tension.

### Membrane-Tension-Mediated Endocytosis Promotes ERK Activation during Early Differentiation

Finally, we asked whether a specific signaling pathway related to the regulation of naive pluripotency was affected by the changes in cell mechanics and endocytosis that we observed. The most obvious candidate was FGF/ERK, as it is key for exit from naive pluripotency (Nichols et al., 2009), and its EGF/ERK counterpart has been shown to be regulated by endocytosis in cancer cells (Palamidessi et al., 2019; Sorkin and von Zastrow, 2009). We thus quantified pERK levels during exit from naive pluripotency and observed that at all time points ERK activity was highly attenuated in the iEZR\_CA cells (Figures 6A, 6B, S6A, and S6B). We also confirmed a global reduction in mitogen-activated protein kinase (MAPK)/ERK signaling in iEZR\_CA cells by RNA-seq analysis of known transcriptional targets (Figure S6C). These results strongly suggest that maintaining high membrane tension during exit from naive pluripotency prevents ERK activation. To further test the role of ERK activity in the early differentiation impairment of the iEZR\_CA cells, we treated iEZR\_CA cells with the p90 ribosomal S6 kinase (RSK) inhibitor BI-D1870, which acts as an ERK activator (Nett et al., 2018). We found that this treatment was sufficient to rescue the early differentiation defects of iEZR\_CA (Fig-

ures 6C and 6D), which we further confirmed using a clonogenicity assay (Figure S6D).

The internalization of receptors by endocytosis has been shown to influence the levels of pERK activity (Palamidessi et al., 2019; Platta and Stenmark, 2011). Thus, we measured the internalization of FGF receptor 1 (FGFR1), which is upstream of pERK in ESCs (Molotkov et al., 2017), iEZR\_CA, and control cells using immunofluorescence. We found that iEZR\_CA cells had less internalized FGFR1 compared to controls (Figures S6E and S6F), despite expressing similar protein levels (Figure S6G). We were able to increase the levels of internalized FGFR1 in iEZR\_CA by overexpressing Rab5a (Figures S6E and S6F). We then specifically probed pERK activity at endosomes using a recently described FRET sensor reporting on ERK activity at early endosomes (Figure 6E; Palamidessi et al., 2019). Using live imaging, we found that pERK at endosomes sharply increased as cells spread (Figures 6E–6G and S6H; Video S3). We confirmed this with measurements in fixed cells, finding that spread T24 cells showed a higher FRET ratio compared to round T24 cells. Notably, we observed a lower FRET ratio in T24 cells, where endocytosis rates were reduced chemically with dynasore or by increasing membrane tension via iEZR\_CA expression (Figure 6H). Furthermore, increasing endocytosis independently of membrane tension by expressing Rab5a in iEZR\_CA cells, resulted in a FRET ratio similar to spread control cells at T24 (Figure 6H). Thus, our results indicate that ERK activity, which helps disassemble naive pluripotency, is induced by membrane tension-regulated endocytosis in cells exiting pluripotency (Figure 6I).

## DISCUSSION

There is extensive interplay between substrate mechanics, cell mechanics, and cell function (Guilak et al., 2009). Moreover, cell shape, which is a readout of cell mechanics, is correlated with cell fate (Bellas and Chen, 2014). Because cell shape, cell mechanics, and cell fate are deeply intertwined, it is challenging to disentangle them to understand specifically how cell mechanics mediates signaling. To probe the role of cell mechanics in cell fate transitions, we focused on exit from naive pluripotency in ESCs. Interestingly, we found that it is the change in cell surface mechanics, not the cell shape, that regulates early differentiation. We found that membrane tension decreases as ESCs exit naive pluripotency, and prohibiting ESCs from spreading inhibited both membrane tension reduction and early differentiation. Decreasing membrane tension in constrained cells was sufficient to rescue the differentiation defect. These results suggest an important feedback between cell shape and cell surface mechanics during the early differentiation of ESCs but indicate that here it is cell surface mechanics that constitutes the primary mediator of cell fate transitions.

Our results also suggest a previously unknown synergy between essential pluripotency regulators  $\beta$ -catenin and FGF/ERK. This synergy demonstrates clear feedback between cell signaling and surface mechanics. We show that  $\beta$ -catenin regulates membrane tension, which in turn gates downstream signaling activity by regulating endocytosis. We speculate that  $\beta$ -catenin regulates membrane tension by modulating RhoA activity via the cadherin-catenin complex, which has been shown to regulate various Rho GTPases (Arnold et al., 2017). In this model, upon the initiation of

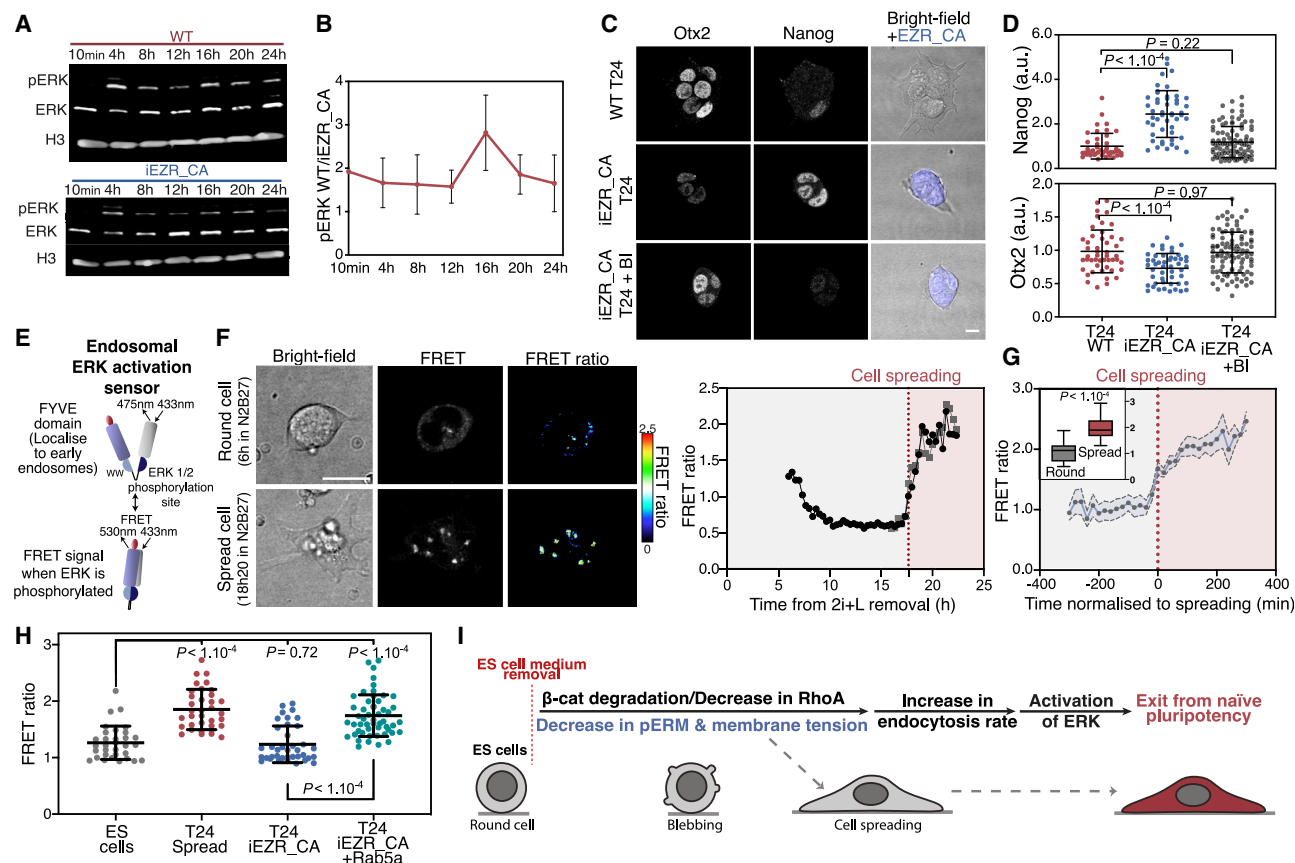

**Figure 6. Membrane-Tension-Mediated Endocytosis Promotes ERK Activation during Early Differentiation**

(A) Fluorescent Western blot for ERK, pERK, and histone3 in ESCs at different time points during exit from naive pluripotency.

(B) Time course of the ratio of pERK levels (normalized to corresponding histone 3 levels) in WT and iEZR\_CA cells during exit from naive pluripotency (N = 6).

(C) Representative single z plane image of WT, iEZR\_CA, and iEZR\_CA T24 treated with 3  $\mu$ M BI-D1870, an RSK-inhibitor (resulting in ERK activation) immunostained for Nanog and Otx2.

(D) Quantification of Nanog and Otx2 expression in WT, iEZR\_CA, iEZR\_CA+BI-D1870 T24 cells, normalized to WT mean levels (N = 3).

(E) Schematic of the FRET ERK sensor used to measure ERK activation at early endosomes (Palamidessi et al., 2019).

(F) Left: time-lapse of a representative cell expressing the FRET ERK sensor and exiting pluripotency at 6 h (top, the cell is still round) and 18 h 20 min (bottom, the cell is spread). Right: time course of the FRET ratio for the cell is shown at left.

(G) Quantification of the FRET ratio in ESCs exiting naive pluripotency; time is normalized to the time of spreading (means  $\pm$  SEMs, n = 10, N = 3). Inset: FRET ratio for round and spread cells in the same dataset.

(H) Mean FRET ratio for fixed ESCs and T24 cells in WT and iEZR\_CA transfected or not with Rab5a (N = 3).

(I) Schematic of the proposed mechanism for how membrane tension regulates signaling during exit from naive pluripotency. The graphical data represent means  $\pm$  SDs. p values calculated using Welch's unpaired Student's t test (unless specified otherwise) and indicated in the figure. Scale bars represent 10  $\mu$ m.

early differentiation, degradation of  $\beta$ -catenin by GSK3 leads to a decrease in RhoA activity and subsequent decrease in ERM phosphorylation/membrane tension. Ultimately, our results suggest a role for  $\beta$ -catenin in maintaining naive pluripotency by preserving high membrane tension, which would thus suppress endocytic FGF/ERK signaling in naive cells.

Previous studies have pointed to correlations between mechanical changes and endocytosis, with links to developmental processes (Pouille et al., 2009). Furthermore, osmotic changes, which among other activities affect membrane tension, have been linked with the endocytosis of receptors, leading to the inhibition of signaling pathways during transdifferentiation of muscle progenitors (Rauch et al., 2002). In contrast, our study demonstrates that in ESCs, FGF signaling is activated by increased endocytosis as a result of changes in cell surface me-

chanics. By unveiling a specific pathway activated as a result of a change in membrane tension, our study draws a direct link between cell mechanics, endocytic signaling, and fate choice.

Our findings point to plasma membrane tension as a central mediator of cell signaling. As the plasma membrane defines the boundary between the inside and outside of the cells, it is an ideal cellular element to integrate environmental cues and mechanical changes into changes in cell signaling. Furthermore, we speculate that observed effects of substrate mechanics on stem cell fate regulation in other systems (Engler et al., 2006; Przybyla et al., 2016) may be due in part to the resulting changes in membrane tension and downstream endocytosis rate. Going forward, it will be important to assess whether and how the stiffness of the micro-environment can affect membrane tension. Given that many morphogenetic processes in development are accompanied by

significant shape changes (Paluch and Heisenberg, 2009), it will also be interesting to further explore this connection *in vivo*. Our work unveils a mechanism directly connecting a specific change in cell mechanics to the activation of a key biochemical signaling pathway. The interplay between mechanics, membrane tension, and endocytic signaling is likely to be an important regulator of cell fate in various developmental and pathological contexts.

### Limitations of Study

A limitation of our study is the lack of quantitative three-dimensional (3D) cell shape measurements. In our study, we classified cells by shape using two categories: round and spread. Quantitative cell shape measurement may allow us to identify an intermediary state between round and spread. Also, as described in this study and others, differentiation is an asynchronous process. As such, the bulk assays (e.g., Western blots, RNA-seq) used in our investigation may lead to averaging out transient mixed populations.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials Availability
  - Data and Code Availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Cell lines
  - Mice and mice embryos
- **METHOD DETAILS**
  - Cell culture, transfections and exit from naive pluripotency
  - Tether pulling and trap force measurements
  - RNA extraction and qPCR
  - Western blots
  - Immunofluorescence
  - RNA sequencing, data processing, differential expression analysis and gene ontology analysis
  - Micropatterning
  - Generation of chimeras
  - Isolation of ICMs from embryos, and *in vitro* culture
  - RhoA pulldown assay
  - Immunofluorescence staining
  - Gastruloid culture
  - Gastruloid morphometric analysis
  - Fluid phase uptake assay
  - FRET analysis
  - Clonogenicity assay
  - Scanning Electron Microscopy
  - Plasmids
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

### SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.stem.2020.10.018>.

### ACKNOWLEDGMENTS

We thank P. Attlesley and staff for animal husbandry, Carla Mulas for comments on the manuscript, Giorgio Scita for advice on endocytosis, Ortrud Warlick for help with setting up the optical tweezer, the MRC LMCB light microscopy facility for technical support, Anan Ragab and Mark Turmaine for their help with SEM, and members of the Paluch lab (in particular Agathe Chaigne and Murielle Serres) and of the Chalut lab (in particular Carla Mulas and Chibenza Agley) for technical help and advice at different stages of this project. This work was supported by the European Union's Horizon 2020 research and innovation programme under the Marie Skłodowska-Curie grant agreement No 641639 (ITN Biopol, H.D. and E.K.P.), the Medical Research Council UK (MRC programme award MC\_UU\_12018/5, H.D. and E.K.P.), the Human Frontier Science Program (Young Investigator Grant RGY 66/2013, to E.K.P.), the Leverhulme Trust (Leverhulme Prize in Biological Sciences to E.K.P.), European Research Council (ERC) Consolidator Grants (CellFateTech, 772798, to K.J.C. and NanoMechShape, 820188, to E.K.P.), a core support grant from the Wellcome Trust and Medical Research Council to the Wellcome Trust - Medical Research Council Cambridge Stem Cell Institute (203151/Z/16/Z, K.J.C.).

### AUTHOR CONTRIBUTIONS

H.D., E.K.P., and K.J.C. designed the research. E.K.P. and K.J.C. supervised the research. H.D. carried out the bulk of the experiments and data analysis. H.D., E.K.P., and K.J.C. wrote the paper. A.S. carried out the gastruloids experiments and analysis. A.Y. carried out the embryo experiments. C.L. carried out the RNA-seq analysis. E.K.P. and K.J.C. acquired the funding. P.H.J. built the optical tweezers setup. All of the authors discussed the results and manuscript.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: December 3, 2019

Revised: September 18, 2020

Accepted: October 28, 2020

Published: November 19, 2020

### REFERENCES

- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166–169.
- Arnold, T.R., Stephenson, R.E., and Miller, A.L. (2017). Rho GTPases and actomyosin: partners in regulating epithelial cell-cell junction structure and function. *Exp. Cell Res.* 358, 20–30.
- Avior, Y., Sagi, I., and Benvenisty, N. (2016). Pluripotent stem cells in disease modelling and drug discovery. *Nat. Rev. Mol. Cell Biol.* 17, 170–182.
- Baillie-Johnson, P., van den Brink, S.C., Balayo, T., Turner, D.A., and Martinez Arias, A. (2015). Generation of Aggregates of Mouse Embryonic Stem Cells that Show Symmetry Breaking, Polarization and Emergent Collective Behaviour *In Vitro*. *J. Vis. Exp.* (105), 53252.
- Bellas, E., and Chen, C.S. (2014). Forms, forces, and stem cell fate. *Curr. Opin. Cell Biol.* 31, 92–97.
- Bergert, M., Lembo, S., Milovanović, D., Börmel, M., Neveu, P., and Diz-Muñoz, A. (2020). Cell surface mechanics gate stem cell differentiation. *Cell Stem Cell* 28, this issue, 209–216.
- Biswas, A., Kashyap, P., Datta, S., Sengupta, T., and Sinha, B. (2018). Cholesterol depletion by M $\beta$ CD enhances membrane tension, its heterogeneity and affects cellular integrity. *BioRxiv*. <https://doi.org/10.1101/264036>.
- Boroviak, T., Loos, R., Lombard, P., Okahara, J., Behr, R., Sasaki, E., Nichols, J., Smith, A., and Bertone, P. (2015). Lineage-Specific Profiling Delineates the Emergence and Progression of Naive Pluripotency in Mammalian Embryogenesis. *Dev. Cell* 35, 366–382.
- Chalut, K.J., and Paluch, E.K. (2016). The Actin Cortex: A Bridge between Cell Shape and Function. *Dev. Cell* 38, 571–573.

- Charras, G., and Paluch, E. (2008). Blebs lead the way: how to migrate without lamellipodia. *Nat. Rev. Mol. Cell Biol.* 9, 730–736.
- Chen, G., Schell, J.P., Benitez, J.A., Petropoulos, S., Yilmaz, M., Reinius, B., Alekseenko, Z., Shi, L., Hedlund, E., Lanner, F., et al. (2016). Single-cell analyses of X Chromosome inactivation dynamics and pluripotency during differentiation. *Genome Res.* 26, 1342–1354.
- Chugh, P., Clark, A.G., Smith, M.B., Cassani, D.A.D., Dierkes, K., Ragab, A., Roux, P.P., Charras, G., Salbreux, G., and Paluch, E.K. (2017). Actin cortex architecture regulates cell surface tension. *Nat. Cell Biol.* 19, 689–697.
- Clark, A.G., Wartlick, O., Salbreux, G., and Paluch, E.K. (2014). Stresses at the cell surface during animal cell morphogenesis. *Curr. Biol.* 24, R484–R494.
- Connelly, J.T., Gautrot, J.E., Trappmann, B., Tan, D.W.-M., Donati, G., Huck, W.T.S., and Watt, F.M. (2010). Actin and serum response factor transduce physical cues from the microenvironment to regulate epidermal stem cell fate decisions. *Nat. Cell Biol.* 12, 711–718.
- Cunningham, F., Amode, M.R., Barrell, D., Beal, K., Billis, K., Brent, S., Carvalho-Silva, D., Clapham, P., Coates, G., Fitzgerald, S., et al. (2015). Ensembl 2015. *Nucleic Acids Res.* 43, D662–D669.
- Dai, J., and Sheetz, M.P. (1995). Regulation of endocytosis, exocytosis, and shape by membrane tension. *Cold Spring Harb. Symp. Quant. Biol.* 60, 567–571.
- Deathridge, J., Antolović, V., Parsons, M., and Chubb, J.R. (2019). Live imaging of ERK signaling dynamics in differentiating mouse embryonic stem cells. *Development* 146, dev172940.
- Diz-Muñoz, A., Krieg, M., Bergert, M., Ibarlucea-Benitez, I., Muller, D.J., Paluch, E., and Heisenberg, C.-P. (2010). Control of directed cell migration in vivo by membrane-to-cortex attachment. *PLOS Biol.* 8, e1000544.
- Diz-Muñoz, A., Fletcher, D.A., and Weiner, O.D. (2013). Use the force: membrane tension as an organizer of cell shape and motility. *Trends Cell Biol.* 23, 47–53.
- Dutta, D., and Donaldson, J.G. (2012). Search for inhibitors of endocytosis: Intended specificity and unintended consequences. *Cell. Logist.* 2, 203–208.
- Engler, A.J., Sen, S., Sweeney, H.L., and Discher, D.E. (2006). Matrix elasticity directs stem cell lineage specification. *Cell* 126, 677–689.
- Evans, M.J., and Kaufman, M.H. (1981). Establishment in culture of pluripotent cells from mouse embryos. *Nature* 292, 154–156.
- Gautreau, A., Louvard, D., and Arpin, M. (2000). Morphogenic effects of ezrin require a phosphorylation-induced transition from oligomers to monomers at the plasma membrane. *J. Cell Biol.* 150, 193–203.
- Gudipaty, S.A., Lindblom, J., Loftus, P.D., Redd, M.J., Edes, K., Davey, C.F., Krishnegowda, V., and Rosenblatt, J. (2017). Mechanical stretch triggers rapid epithelial cell division through Piezo1. *Nature* 543, 118–121.
- Guilak, F., Cohen, D.M., Estes, B.T., Gimble, J.M., Liedtke, W., and Chen, C.S. (2009). Control of stem cell fate by physical interactions with the extracellular matrix. *Cell Stem Cell* 5, 17–26.
- Halder, G., Dupont, S., and Piccolo, S. (2012). Transduction of mechanical and cytoskeletal cues by YAP and TAZ. *Nat. Rev. Mol. Cell Biol.* 13, 591–600.
- Heisenberg, C.-P., and Bellaïche, Y. (2013). Forces in tissue morphogenesis and patterning. *Cell* 153, 948–962.
- Huang, W., Sherman, B.T., and Lempicki, R.A. (2009a). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res.* 37, 1–13.
- Huang, W., Sherman, B.T., and Lempicki, R.A. (2009b). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4, 44–57.
- Kalkan, T., Olova, N., Roode, M., Mulas, C., Lee, H.J., Nett, I., Marks, H., Walker, R., Stunnenberg, H.G., Lilley, K.S., et al. (2017). Tracking the embryonic stem cell transition from ground state pluripotency. *Development* 144, 1221–1234.
- Koser, D.E., Thompson, A.J., Foster, S.K., Dwivedy, A., Pillai, E.K., Sheridan, G.K., Svoboda, H., Viana, M., Costa, L.D., Guck, J., et al. (2016). Mechanosensing is critical for axon growth in the developing brain. *Nat. Neurosci.* 19, 1592–1598.
- Kunath, T., Saba-El-Leil, M.K., Almousailleakh, M., Wray, J., Meloche, S., and Smith, A. (2007). FGF stimulation of the Erk1/2 signalling cascade triggers transition of pluripotent embryonic stem cells from self-renewal to lineage commitment. *Development* 134, 2895–2902.
- Lieber, A.D., Yehudai-Resheff, S., Barnhart, E.L., Theriot, J.A., and Keren, K. (2013). Membrane tension in rapidly moving cells is determined by cytoskeletal forces. *Curr. Biol.* 23, 1409–1417.
- Liu, C., Li, Y., Semenov, M., Han, C., Baeg, G.-H., Tan, Y., Zhang, Z., Lin, X., and He, X. (2002). Control of  $\beta$ -catenin phosphorylation/degradation by a dual-kinase mechanism. *Cell* 108, 837–847.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Matsui, T., Maeda, M., Doi, Y., Yonemura, S., Amano, M., Kaibuchi, K., Tsukita, S., and Tsukita, S. (1998). Rho-kinase phosphorylates COOH-terminal threonines of ezrin/radixin/moesin (ERM) proteins and regulates their head-to-tail association. *J. Cell Biol.* 140, 647–657.
- McBeath, R., Pirone, D.M., Nelson, C.M., Bhadriraju, K., and Chen, C.S. (2004). Cell shape, cytoskeletal tension, and RhoA regulate stem cell lineage commitment. *Dev. Cell* 6, 483–495.
- Mendoza, P., Díaz, J., Silva, P., and Torres, V.A. (2014). Rab5 activation as a tumor cell migration switch. *Small GTPases* 5, e28195.
- Molotkov, A., Mazot, P., Brewer, J.R., Cinalli, R.M., and Soriano, P. (2017). Distinct Requirements for FGFR1 and FGFR2 in Primitive Endoderm Development and Exit from Pluripotency. *Dev. Cell* 41, 511–526.e4.
- Mulas, C., Kalkan, T., von Meyenn, F., Leitch, H.G., Nichols, J., and Smith, A. (2019). Defined conditions for propagation and manipulation of mouse embryonic stem cells. *Development* 146, dev173146.
- Murray, P., Prewitz, M., Hopp, I., Wells, N., Zhang, H., Cooper, A., Parry, K.L., Short, R., Antoine, D.J., and Edgar, D. (2013). The self-renewal of mouse embryonic stem cells is regulated by cell-substratum adhesion and cell spreading. *Int. J. Biochem. Cell Biol.* 45, 2698–2705.
- Nambiar, R., McConnell, R.E., and Tyska, M.J. (2009). Control of cell membrane tension by myosin-I. *Proc. Natl. Acad. Sci. USA* 106, 11972–11977.
- Nett, I.R., Mulas, C., Gatto, L., Lilley, K.S., and Smith, A. (2018). Negative feedback via RSK modulates Erk-dependent progression from naïve pluripotency. *EMBO Rep.* 19, 45642.
- Nichols, J., Silva, J., Roode, M., and Smith, A. (2009). Suppression of Erk signalling promotes ground state pluripotency in the mouse embryo. *Development* 136, 3215–3222.
- Palamidessi, A., Malinverno, C., Frittoli, E., Corallino, S., Barbieri, E., Sigismund, S., Beznoussenko, G.V., Martini, E., Garre, M., Ferrara, I., et al. (2019). Unjamming overcomes kinetic and proliferation arrest in terminally differentiated cells and promotes collective motility of carcinoma. *Nat. Mater.* 18, 1252–1263.
- Paluch, E., and Heisenberg, C.-P. (2009). Biology and physics of cell shape changes in development. *Curr. Biol.* 19, R790–R799.
- Pepe-Mooney, B.J., Dill, M.T., Alemany, A., Ordoñas-Montanes, J., Matsushita, Y., Rao, A., Sen, A., Miyazaki, M., Anakk, S., Dawson, P.A., et al. (2019). Single-Cell Analysis of the Liver Epithelium Reveals Dynamic Heterogeneity and an Essential Role for YAP in Homeostasis and Regeneration. *Cell Stem Cell* 25, 23–38.e8.
- Pertz, O., Hodgson, L., Klemke, R.L., and Hahn, K.M. (2006). Spatiotemporal dynamics of RhoA activity in migrating cells. *Nature* 440, 1069–1072.
- Platta, H.W., and Stenmark, H. (2011). Endocytosis and signaling. *Curr. Opin. Cell Biol.* 23, 393–403.
- Pontes, B., Monzo, P., and Gauthier, N.C. (2017a). Membrane tension: a challenging but universal physical parameter in cell biology. *Semin. Cell Dev. Biol.* 71, 30–41.
- Pontes, B., Monzo, P., Gole, L., Le Roux, A.-L., Kosmalska, A.J., Tam, Z.Y., Luo, W., Kan, S., Viasnoff, V., Roca-Cusachs, P., et al. (2017b). Membrane tension controls cell adhesion positioning at the leading edge of cells. *J. Cell Biol.* 216, 2959–2977.

- Pouille, P.-A., Ahmadi, P., Brunet, A.-C., and Farge, E. (2009). Mechanical signals trigger Myosin II redistribution and mesoderm invagination in *Drosophila* embryos. *Sci. Signal.* 2, ra16.
- Przybyla, L., Lakins, J.N., and Weaver, V.M. (2016). Tissue Mechanics Orchestrate Wnt-Dependent Human Embryonic Stem Cell Differentiation. *Cell Stem Cell* 19, 462–475.
- Rappaport, J., Manthe, R.L., Solomon, M., Garnacho, C., and Muro, S. (2016). A Comparative Study on the Alterations of Endocytic Pathways in Multiple Lysosomal Storage Disorders. *Mol. Pharm.* 13, 357–368.
- Rauch, C., Brunet, A.-C., Deleule, J., and Farge, E. (2002). C2C12 myoblast/osteoblast transdifferentiation steps enhanced by epigenetic inhibition of BMP2 endocytosis. *Am. J. Physiol. Cell Physiol.* 283, C235–C243.
- Raucher, D., and Sheetz, M.P. (2000). Cell spreading and lamellipodial extension rate is regulated by membrane tension. *J. Cell Biol.* 148, 127–136.
- Razzell, W., Wood, W., and Martin, P. (2014). Recapitulation of morphogenetic cell shape changes enables wound re-epithelialisation. *Development* 141, 1814–1820.
- Riedl, J., Flynn, K.C., Raducanu, A., Gärtner, F., Beck, G., Bösl, M., Bradke, F., Massberg, S., Aszodi, A., Sixt, M., and Wedlich-Söldner, R. (2010). Lifeact mice for studying F-actin dynamics. *Nat. Methods* 7, 168–169.
- Rouven Brückner, B., Pietuch, A., Nehls, S., Rother, J., and Janshoff, A. (2015). Ezrin is a Major Regulator of Membrane Tension in Epithelial Cells. *Sci. Rep.* 5, 14700.
- Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676–682.
- Segel, M., Neumann, B., Hill, M.F.E., Weber, I.P., Viscomi, C., Zhao, C., Young, A., Agley, C.C., Thompson, A.J., Gonzalez, G.A., et al. (2019). Niche stiffness underlies the ageing of central nervous system progenitor cells. *Nature* 573, 130–134. <https://www.ncbi.nlm.nih.gov/entrez/eutils/elink.fcgi?dbfrom=pubmed&retmode=ref&cmd=prlinks&id=31413369>.
- Solis, A.G., Bielecki, P., Steach, H.R., Sharma, L., Harman, C.C.D., Yun, S., de Zoete, M.R., Warnock, J.N., To, S.D.F., York, A.G., et al. (2019). Mechanosensation of cyclical force by PIEZO1 is essential for innate immunity. *Nature* 573, 69–74.
- Solter, D., and Knowles, B.B. (1975). Immunosurgery of mouse blastocyst. *Proc. Natl. Acad. Sci. USA* 72, 5099–5102.
- Sorkin, A., and von Zastrow, M. (2009). Endocytosis and signalling: intertwining molecular networks. *Nat. Rev. Mol. Cell Biol.* 10, 609–622.
- Tee, S.-Y., Fu, J., Chen, C.S., and Janmey, P.A. (2011). Cell shape and substrate rigidity both regulate cell stiffness. *Biophys. J.* 100, L25–L27.
- Thottacherry, J.J., Kosmalka, A.J., Kumar, A., Vishen, A.S., Elosegui-Artola, A., Pradhan, S., Sharma, S., Singh, P.P., Guadamillas, M.C., Chaudhary, N., et al. (2018). Mechanochemical feedback control of dynamin independent endocytosis modulates membrane tension in adherent cells. *Nat. Commun.* 9, 4217.
- Totaro, A., Castellan, M., Battilana, G., Zanconato, F., Azzolin, L., Giulitti, S., Cordenonsi, M., and Piccolo, S. (2017). YAP/TAZ link cell mechanics to Notch signalling to control epidermal stem cell fate. *Nat. Commun.* 8, 15206.
- Turner, D.A., Girgin, M., Alonso-Crisostomo, L., Trivedi, V., Baillie-Johnson, P., Glodowski, C.R., Hayward, P.C., Collignon, J., Gustavsen, C., Serup, P., et al. (2017). Anteroposterior polarity and elongation in the absence of extra-embryonic tissues and of spatially localised signalling in gastruloids: mammalian embryonic organoids. *Development* 144, 3894–3906.
- Verstreken, C.M., Labouesse, C., Agley, C.C., and Chalut, K.J. (2019). Embryonic stem cells become mechanoresponsive upon exit from ground state of pluripotency. *Open Biol.* 9, 180203.
- Wray, J., Kalkan, T., Gomez-Lopez, S., Eckardt, D., Cook, A., Kemler, R., and Smith, A. (2011). Inhibition of glycogen synthase kinase-3 alleviates Tcf3 repression of the pluripotency network and increases embryonic stem cell resistance to differentiation. *Nat. Cell Biol.* 13, 838–845.
- Wu, T.D., and Nacu, S. (2010). Fast and SNP-tolerant detection of complex variants and splicing in short reads. *Bioinformatics* 26, 873–881.
- Yanagida, A., Revell, C., Stirparo, G.G., Corujo-Simon, E., Aspalter, I.M., Peters, R., Belly, H.D., Cassani, D.A.D., Achouri, S., Blumenfeld, R., et al. (2020). Cell surface fluctuations regulate early embryonic lineage sorting. *BioRxiv*. <https://doi.org/10.1101/2020.08.16.250084>.
- Ying, Q.-L., Wray, J., Nichols, J., Battle-Morera, L., Doble, B., Woodgett, J., Cohen, P., and Smith, A. (2008). The ground state of embryonic stem cell self-renewal. *Nature* 453, 519–523.
- Yui, S., Azzolin, L., Maimets, M., Pedersen, M.T., Fordham, R.P., Hansen, S.L., Larsen, H.L., Guiu, J., Alves, M.R.P., Rundsten, C.F., et al. (2018). YAP/TAZ-Dependent Reprogramming of Colonic Epithelium Links ECM Remodeling to Tissue Regeneration. *Cell Stem Cell* 22, 35–49.e7.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

## RESOURCE AVAILABILITY

### Materials Availability

This study did not generate new unique reagents

### Data and Code Availability

The accession number for the RNA sequencing data reported in this paper is GEO: GSE159433 (accessible through: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159433>)

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Cell lines

ES-E14TG2a (referred as WT) directly derived from mouse embryos were a kind gift from the Austin Smith's laboratory (Cambridge Stem Cell Institute). The LifeAct GFP cell line is from [Riedl et al. \(2010\)](#). These cells have been generated and kindly given to us by Ian Rosewell (Francis Crick Institute, under Holger Gerhardt's project license). Dox-inducible IRES mCherry Ezrin\_CA & RhoA\_CA ES ([Yanagida et al., 2020](#)) cells were kindly given to us by Ayaka Yanagida from the Chalut and Nichols's lab. The EZR\_CA was engineered using a PiggyBac system with E14 ES cells. The H2B-mCherry cells were kindly given to us by Tim Lohoff from the Nichol and Reik's lab. The  $\beta$ -Catenin Knockout cell line was kindly given to us by the lab of Austin Smith and has been described in [Wray et al. \(2011\)](#).

### Mice and mice embryos

Mice used were intercrosses of CD1 (Charles River). All embryos used in this study were obtained from natural mating. Embryo staging was based on the assumption that, on average, mating occurred at midnight so that at midday, the embryos were assigned E0.5. Embryos were flushed at the relevant stages from oviduct (eight-cell stage embryos) using flushing and holding a medium (M2, Sigma). The sex of embryos and the ages of mice using mating were not concerned in this study. This research has been regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Use of animals in this project was approved by the ethical review committee for the University of Cambridge, and relevant Home Office licenses (Project license No. P76777883) are in place.

## METHOD DETAILS

### Cell culture, transfections and exit from naive pluripotency

Mouse embryonic stem cells were cultured on Falcon flasks coated with 0.1% gelatine. On occasion, laminin (Sigma-Aldrich #11243217001) coated dishes were used instead of gelatine. ES cells used were E14TG2a. Cells were cultured in N2B27+2i+LIF (2i+L) (Mulas et al., 2019) at 37°C with 7% CO<sub>2</sub>. Cells were passaged every other day using Accutase (Sigma-Aldrich, #A6964) and regularly tested for mycoplasma. Culture medium was changed every 24h. The culture medium was made using DMEM/F-12, 1:1 mixture (Sigma-Aldrich, #D6421-6), Neurobasal medium (Life technologies #21103-049), 2.2 mM L-Glutamin, B27 (Life technologies #12587010), 3 μM Chiron (Cambridge Bioscience #CAY13122), 1 μM PD0325901 (Sigma-Aldrich #PZ0162), 20 ng/ml of LIF (Merck Millipore # ESG1107), 50 mM β-Mercapto-ethanol, 12.5 ng.mL<sup>-1</sup> Insulin zinc (Sigma-Aldrich #I9278) and home-made N2. The 200 X home-made N2 was made using 0.791 mg.mL<sup>-1</sup> Apotransferrin (Sigma-Aldrich #T1147), 1.688 mg.mL<sup>-1</sup> Putrescine (Sigma-Aldrich #P5780), 3 μM Sodium Selenite (Sigma-Aldrich #S5261), 2.08 μg.mL<sup>-1</sup> Progesterone (Sigma-Aldrich #P8783), 8.8% BSA. Exit from naive pluripotency was triggered by passaging ~500 000 cells and seeding them in N2B27 only (N2B27) on T25 gelatine coated flasks.

Transfections of plasmids were performed using 5 μg of plasmid and 3.5 μL of Lipofectamine 2000 (ThermoFischer Scientific #11668019), incubated in 250 μL OptiMEM for 5 minutes, then mixed and incubated at room temperature for 30 minutes, and added to cells passaged onto Ibidi dishes with polymer coverslip bottom for observations (IBIDI Scientific, 81156).

Due to the lack of fluorescent tag, transfection efficiency of Rab5a was assessed by performing immunofluorescence against Rab5a of un-transfected and transfected cells. Average fluorescence level was determined in transfected and untransfected cells by measuring average fluorescence intensity using Fiji (Schindelin et al., 2012). Cells with an average fluorescence higher than 20% of the average of untransfected cells were counted as being positively transfected. Using this method, we estimate Rab5a transfection efficiency to be ~72%. siRNA transfections were performed using 30 μM of siRNA and 5 μL of Lipofectamine RNAiMAX (ThermoFischer Scientific #13778075) incubated in 250 μL OptiMEM for 5 minutes, then mixed and incubated at room temperature for 30 minutes and added to cells passaged onto micropatterns.

### Tether pulling and trap force measurements

How the deposited data were processed for this re-analysis (not part of the article)

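RNA-seq counts were analysed for 18 libraries of mouse ES cells: WT cells, which the paper gives as E14TG2a, and iEZR_CA cells, each in 2i+LIF (ESC, 0 h) and after 24 h and 48 h in N2B27, with 3 biological replicates in each of the 6 groups. Groups were taken from the sample labels and matched the 6 groups of 3 replicates in the legend of Figure 3G. The labels name libraries by plate well and give no replicate number. iEZR_CA cells received doxycycline from about 16 h before exit.

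The authors made the counts. They sequenced the libraries with paired-end reads on a NovaSeq, trimmed the reads with TrimGalore, aligned them to GRCm38 with GSNAP, and counted them with HTSeq on Ensembl release 81. The deposited values are whole counts of reads per gene, with no normalization and no pooling of replicates. Whether counting used the strand of the reads is not stated in the paper's text, so reads of overlapping genes on opposite strands can have been lost as ambiguous or shared. HTSeq leaves out reads that align to several places, so counts of genes with near-identical copies are uncertain. The deposited table holds 53801 genes, 92 spike-in sequences and 5 entries for reads outside genes; the reads outside genes took 12.4% to 14.1% (not aligned), 4.51% to 4.76% (ambiguous), 3.54% to 4.62% (no gene), 0.889% to 1.02% in iEZR_CA and 0.519% to 0.612% in WT libraries (low alignment quality) and 0.0761% to 0.169% (not unique) of a library, and spike-in sequences 0.575% to 0.884%. Of the gene identifiers, 53706 were found in the GENCODE M21 annotation of GRCm38, which gave symbols, coordinates and biotypes, and 95 were not.

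Depth was taken as the total count on genes, which ran from 10940752 to 33276622 per library. At this depth, expression values of single genes have a small counting error, and the common biological coefficient of variation between replicates was 2.98%, so statistical power was high and a call by adjusted p-value alone can be a small change. A gene with at most 3 counts in every library of a group was treated as being at the floor of detection, and no fold change is given against such a group.

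Counts were tested with edgeR 4.0.16 in R 4.3.3: genes were filtered with filterByExpr by group, libraries were normalized by TMM (factors 0.975 to 1.03), the dispersion was estimated over all 18 libraries with a term for each of the 6 groups (12 residual degrees of freedom), and contrasts were tested with the robust quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05. Standard errors of log2 fold changes were computed from the fold change and the F statistic. Contrasts were iEZR_CA against WT at each stage, T24 and T48 against ESC in each line, and the interactions of line and time at T24 and T48. For interactions, the thresholds of the paper were added (absolute log2 fold change above 1 and mean normalized count above 5). Fold changes come from edgeR with its default prior count of 0.125, and normalized counts from DESeq2 1.42.0 size factors.

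Gene lists were tested with camera from limma 3.58.1 on voom values, with a preset correlation of 0.01 and adjustment over 24 tests. The naive (15 genes), early post-implantation (6) and general pluripotency (3) lists were taken from Figure 3F, from which the study draws its own picture of these libraries, so a result for them is not independent of the study. Lists of MAPK targets (10 genes, and 25 in an alternative), the integrated stress response (15), mitochondrial mRNA (13), SRF and YAP targets (15, of which 12 were tested) and primitive endoderm markers (12) were written from general knowledge before the data were examined. Of the genes named in the text, the rule fixed beforehand took the genes of Figure 3F, the 10 MAPK targets, the ERM and myosin I genes, other genes discussed in the paper and, from general knowledge, Fgf4 and Fgf5, of which those with a value in the text were also run under the alternatives, and for the contrast of ESCs and for each interaction the 3 largest rises and the 3 largest falls among genes with an adjusted p-value under 0.05 and a mean normalized count of at least 50, and, for the contrast of ESCs, no overlap between the lines. Some of the genes picked by this rule are not reported here. Comparisons of a single value between 3 libraries and 3 used an exact permutation test, whose smallest two-sided p is 0.1, and chance leaves no overlap in 10% of genes.

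Principal components were computed on log2(normalized count + 1) of highly variable genes, defined as in the paper with the 5th percentile of the variances over all choices of 3 libraries as the threshold, which the paper's text does not name. The position on the path of WT cells was found by projecting each library, after subtraction of the ESC mean of its line, on the segments between the WT group means.

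The log2 fold changes between the lines were also laid along the genome, in windows of 5 Mb with at least 10 genes with a mean normalized count of at least 50, and as chromosome medians with 10000 random gene sets. GC content and length trends were removed by loess (span 0.5) as a check.

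Several steps were tested on simulated counts drawn from the means and library sizes of the real libraries, with a larger spread between replicates than in the data. The change of the lists from T24 to T48 and the delay predicted for the lists were not among them. With 200 genes changed, the edgeR contrast of the lines at T24 recovered 200 with 9 false calls among 17782 genes. The interaction at T24 recovered 200 with 2 false calls. The changed genes had a median log2 fold change of 1.99 and 2.01 in size, and recovery of smaller changes by these contrasts was not simulated. A list shifted by a simulated change came out with a median of 0.52 (17795 genes), a shifted chromosome with 0.48 (17751 genes), and 3 of 3 windows in a block with halved counts were found with 0 false windows (12784 genes). The selection of highly variable genes found 377 of 1000 simulated ones with 0 false ones (18159 genes), and so missed many there. Since the selection depends on the spread between replicates, this share does not carry over to the real libraries.

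Alternatives set before the data were examined were DESeq2's size factors in edgeR, DESeq2's Wald test, no filter and a filter of at least 10 counts in every library, fitting only the groups compared, an adjusted p-value under 0.1, fry and an estimated correlation for the lists, a list of 25 MAPK targets, other gene sets and scales for the principal components, and leaving out each library in turn. Scaling to the spike-in RNA was added after the data were seen. Gene ontology terms were not tested.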

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

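Every test of an explanation in this part was chosen after the result it bears on had been seen, so that what they leave open is a hypothesis. The lists of genes were fixed before the data were examined.

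A block of chromosome 14 was lower in iEZR_CA cells at every stage, which the paper does not report. Between Parp2 and Sugt1 (50807841 to 79635196, 28.8 Mb), 205 genes with a mean normalized count of at least 50 had a median log2 fold change of -0.93 in ESCs, -0.94 at T24 and -0.90 at T48. Of 410 windows of 5 Mb, 6 had a median beyond 0.5 in size at all 3 stages, and 0 of them lay outside the block. In ESCs alone, the largest median of a window outside the block was 0.742 in size. In the block, 87.3% of genes were lower at every stage, against 25.8% elsewhere. The block held 120 of the 1165 genes lower by more than a factor of 2 in iEZR_CA ESCs (10.3%, against 1.56% of the genes tested). The normalization does not account for it, since genes before the block on the same chromosome had a median of 0.020. Nor do GC content, gene length or expression level, since matched genes elsewhere had a median of 0.0015, nor does a mislabelled library, since each iEZR_CA library had at least 16067 normalized counts of Ezr, the gene that the transgene comes from, and each WT library at most 12017. The highest iEZR_CA library had a block median of -0.87, and the WT libraries lay between -0.0071 and 0.011. The ratio of iEZR_CA to WT over the block in ESCs was 0.525, with a bootstrap interval (95%) from 0.5004 to 0.542. This leaves out 2 copies in iEZR_CA cells against 3 in WT cells. The ratio 0.5 of 1 copy to 2 lies just outside the interval as well, so a loss of 1 copy in iEZR_CA cells is left open, and counts do not show copies. The line difference over the block changed by 0.043 from ESCs to T48. Whether constitutively active ezrin or doxycycline lowers the block cannot be told apart from a fixed difference between the lines, since no iEZR_CA culture without induction was among the libraries. Fgf17, 1 of the 3 genes with the largest fall in ESCs, lies in the block, as do Lats2 and Ajuba of the SRF and YAP targets and Gata4 and Sox7 of the primitive endoderm markers. None of the naive, early post-implantation or MAPK genes do. In each stage's own fit, 7 windows lay beyond 0.5. For ESCs, 1 of the 10 splits of the 6 libraries gave as many windows beyond 0.5 as the split by line, at T24 1 of 10 and at T48 1 of 10, which is the smallest share that 3 libraries against 3 allow.

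Genes of chromosome 8 were slightly higher in iEZR_CA cells, also outside what the paper discusses. The median log2 fold change of its 683 genes was 0.19 in ESCs, 0.24 at T24 and 0.20 at T48, and 20 of its 22 windows were above 0 at every stage. The 9 iEZR_CA libraries lay between 0.183 and 0.243 and the WT libraries between -0.0097 and 0.0065. The shift was thus not carried by a few windows, and it was not lost by T48, where the median was still 0.20. An extra copy in part of the iEZR_CA cells is left open as a hypothesis. The even shift prompted it and is no separate test of it, since any stable difference between the lines would look the same. The counts show no single cells or karyotypes. Klf2, Zfp42, Dusp4 and Fgfr1 lie on chromosome 8.

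Under a limit of a 32-fold difference at every stage, 6 genes were found in only one of the lines, and were named after their values were seen. Hprt (ENSMUSG00000025630, chromosome X, 52988137 to 53021659) had between 2390.3 and 3333 normalized counts in WT libraries and at most 20 raw counts in an iEZR_CA library. Mid1, Mid1-ps1, Ftl2-ps, Gm5739 and Gm10463 were found in iEZR_CA cells, with Mid1 between 968 and 1106 normalized counts there and between 5.96 and 30.1 in WT cells. A mislabelled library does not explain this, as Ezr, with at least 16067 normalized counts in each iEZR_CA library and at most 12017 in each WT library, goes with the labels. Ezr, whose ratio of iEZR_CA to WT was 1.61 at its smallest, argues against an exchange of the lines as a whole. It does not exclude one. The counts do not separate the transgene from the endogenous gene, and in ESCs 2198 genes differed between the lines by more than a factor of 2. Losses in iEZR_CA cells alone are excluded by the 5 genes found only there. For Ftl2-ps, reads shared with near-identical copies remain open: Ftl1 was lower in iEZR_CA ESCs (104 ± 1.58 against 364 ± 39.4 normalized counts), but the 4 ferritin light chain copies together were higher by a ratio of 4.44, and reads that aligned to several places were not counted. A different origin of the lines, which would differ in several parts of the genome, cannot be told apart from events in the making of the iEZR_CA line; the 20 windows of chromosome 8, the block of chromosome 14 and these genes are the differences seen, and counts do not show sequence. The paper gives E14TG2a for WT cells and an E14 background for the EZR_CA cells. E14TG2a is generally known as a line selected for loss of Hprt, whereas here the WT libraries and not the iEZR_CA libraries express Hprt. Which cells were compared is thus worth a check against the stocks, and it was not tested here. A biological effect of the transgene on these genes stays open as untested.

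Alignments of low quality made up 0.958% ± 0.0416 of the reads in iEZR_CA libraries and 0.564% ± 0.0313 in WT libraries (SD, n = 9 each), with no overlap between the lines (two-sided exact permutation test, p = 4.11e-05, 0.000247 adjusted over 6 such measures). Reads that aligned to several places (0.139% against 0.0922%, exact permutation test, p = 0.000576) and reads on no gene (4.29% against 3.86%, exact permutation test, p = 0.000905) were also more frequent in iEZR_CA libraries. The number of reads does not account for the first, since the difference was 0.393 percentage points (standard error 0.0167) with library size as a covariate. Nor does a gradient across plate columns, if the replicate labels are read as wells, since the difference was 0.397 percentage points (standard error 0.0166) with the column as a covariate. Single plate columns or library preparation cannot be told apart from the line, since only 1 WT library (A12, 0.580%) lay in a column with iEZR_CA libraries, and the labels give no preparation. The sequence of the lines or of the transgene was not tested.

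Mitochondrial mRNA, which the paper does not discuss, was higher in iEZR_CA cells at T24 (median log2 fold change 0.39, adjusted p = 0.0012 by camera, 11 of 13 genes higher and 0 lower) and at T48 (0.42, adjusted p = 0.0012, 11 of 13 higher and 0 lower), and not past the threshold in ESCs (0.17, adjusted p = 0.060). The difference at T24 is not a result of the normalization, since it was 0.46 with scaling to the spike-in RNA, nor of GC content or gene length, since it was 0.52 with their trend removed. With a correlation estimated from the data the list did not pass at T24 (adjusted p = 0.31 by camera, range over all alternatives 0.000155 to 0.31), so that 13 transcripts cut from shared precursors may count as few independent ones. The line effect did not differ between T24 and T48 (change 0.01, adjusted p = 0.92). Selection of polyadenylated RNA, which handles these transcripts differently from others, was not tested.

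The integrated stress response list was lower in iEZR_CA ESCs (median log2 fold change -0.42, adjusted p = 1.5e-05 by camera, 13 of 15 genes lower and 1 higher), and did not pass with a correlation estimated from the data (adjusted p = 0.16, range over all alternatives 8.3e-08 to 0.16). At T24 it did not pass (-0.14, adjusted p = 0.070, 7 lower and 1 higher), and at T48 all 15 genes were lower (-1.39, adjusted p = 7.0e-13), also with an estimated correlation. The counts were the same when adjusted over the list alone. Stress from doxycycline or from the transgene would raise these genes, and -1.39 at T48 excludes it as the source of the difference at this stage. The differences between the lines in ESCs have no time course to set them against, and no biological explanation of them was tested.

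For 6 of the 8 lists, the difference between the lines changed from T24 to T48, by a test of the change itself (camera, adjusted over the 8 lists). The naive list rose by 0.76 (adjusted p = 6.6e-06, 13 of 15 genes up), the early post-implantation list by 1.63 (adjusted p = 1.7e-07, 6 of 6) and the MAPK list by 0.57 (adjusted p = 0.00090, 8 of 10). The integrated stress response list moved by -1.24 (adjusted p = 2.5e-14, 15 of 15 down), the primitive endoderm list by -0.75 (adjusted p = 6.6e-06, 11 of 12 down) and the SRF and YAP list by -0.62 (adjusted p = 0.024, 8 of 12 down). With an estimated correlation these passed apart from the SRF and YAP list, and under fry all 6 did. The general pluripotency list passed under fry, but not by camera (0.21, adjusted p = 0.21), also not with an estimated correlation. Of 100 regroupings of the libraries, 1 gave as many lists past the threshold, the real one, and the next gave 4. Normalization between libraries would move lists in 1 direction, whereas 3 lists rose and the other lists fell. GC content and gene length do not account for it, since the integrated stress response list moved by -1.25 with their trend removed. A delay of iEZR_CA cells along the path of WT cells is one biological explanation, weighed list by list under the other observations; for the integrated stress response list at T48 it gave 84.6% of the difference between the lines in the change from their own ESCs, if WT cells change along a straight course between the sampled times, and it is left open.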

How the results depend on the processing

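Spike-in scaling was added after the data were seen; the other alternatives were set beforehand. No paired analysis was run, because the labels give no replicate numbers. The order of the wells could be read as time series within each line, but no fit blocked on such series was made. DESeq2's size factors in edgeR, DESeq2's Wald test, fits of only the groups compared, no filter and an adjusted p-value under 0.1 left each count of genes for the contrasts of the lines and of time within 1.5 times its value, and the filter of at least 10 counts in every library did too for these contrasts.

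Scaling to spike-in RNA lowered 4 counts by more than 1.5 times. The contrast of the lines gave 5506 genes in ESCs (3074 higher and 2432 lower), 7129 at T24 (4355 and 2774) and 7229 at T48 (4029 and 3200), and iEZR_CA T24 against ESC gave 6593 (4542 and 2051). The main counts, with the share of higher calls, were 10058 (48.5%), 11253 (50.6%), 11282 (50.8%) and 10340 (48.4%). The share of higher calls became 61.1% for the lines at T24 and 68.9% for iEZR_CA T24 against ESC. In the other contrasts of time it moved as well, to 61.6% of 8632 genes for WT T24 (5314 higher and 3318 lower; 48.6% before), 66.3% of 11960 genes for WT T48 (7933 and 4027; 49.8% before) and 69.4% of 10845 genes for iEZR_CA T48 (7528 and 3317; 50.1% before). Under spike-in scaling the median log2 fold change of all genes was 0.13 for WT T24, 0.27 for WT T48, 0.14 for iEZR_CA T24 and 0.26 for iEZR_CA T48 against ESC, and 0.04, 0.07 and 0.04 between the lines. Reads on genes per spike-in read ran from 85.7 to 130.8 over the iEZR_CA T48 replicates, and from 100 to 104 over the WT T24 replicates. Scaling to spike-in RNA thus adds spread between replicates in some groups, and whether this cost the calls was not tested. Directions in time are relative to the median of all genes.

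Interactions depended on the thresholds. At T24 (1546 genes) and T48 (2412), a mean log2 expression above 5 gave 873 and 1472 genes, no threshold on fold change 7057 and 8411, a filter of at least 10 counts in every library 672 and 1191, and DESeq2 with an adjusted p-value under 0.1 and a mean log2 expression above 5 together 869 and 1472. The first, the filter and the last keep fewer genes by construction. All 873 and 1472 genes were among the main calls.

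The lists depended on the test. With fry, which does not set a list against other genes, lists that camera did not call passed: in ESCs the naive (-0.075), MAPK (-0.24), mitochondrial (0.17), SRF and YAP (-0.35) and primitive endoderm lists (0.10); at T24 the general (0.016), integrated stress response (-0.14) and primitive endoderm lists (0.21); and at T48 the general (-0.11), MAPK (-0.059), SRF and YAP (-0.31) and primitive endoderm lists (-0.58). With an estimated correlation 4 calls were lost: the integrated stress response list in ESCs (-0.42), mitochondrial mRNA at T24 (0.39) and T48 (0.42), and the early post-implantation list at T48 (-0.78). The naive list at T24 and T48, the early post-implantation and MAPK lists at T24, the general list in ESCs and the integrated stress response list at T48 passed under camera, fry and an estimated correlation. The cause of the other changes was not tested. With at least 10 counts in every library, the SRF and YAP median in ESCs was 0.11 and the primitive endoderm list passed in ESCs (0.73) and at T24 (1.06), with fewer of their genes tested. With spike-in scaling the general list in ESCs did not pass (-0.26), while the primitive endoderm list at T24 (0.30) and T48 (-0.57) and the SRF and YAP list at T48 (-0.25) did. The mean of the MAPK list at T48 was 0.061, and 0.582 of the random lists of as many genes had a mean as low. The 25 targets had a median of -0.41 there and passed.

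Across the fits that each left out one library, the MAPK list at T48 ran from -0.16 to 0.028 and was above 0 without WT T48 replicate A12. The SRF and YAP list in ESCs ran from -0.38 to 0.043, above 0 without WT ESC replicate D11, and at T48 from -0.32 to -0.28, past the threshold without WT T48 replicate C11. The primitive endoderm list at T24 ran from -0.10, without WT T24 replicate E11, to 0.56. The naive list in ESCs ran from -0.10 to -0.064 and passed without WT ESC replicate G11 or iEZR_CA ESC replicate B12, mitochondrial mRNA in ESCs ran from 0.14 to 0.20 and passed without iEZR_CA ESC replicate B12 or H12, and the integrated stress response list at T24 ran from -0.21 to -0.12 and passed without iEZR_CA T24 replicate F12. The other lists kept their call in each such fit. No chromosome had a median beyond 0.3 in size in ESCs (0 chromosomes, chromosome 14 at -0.30; no test), and each of the 6 such fits gave 1, from 1 to 1, chromosome 14.

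PC1 held 77.3% with the 1st percentile and 57.6% with all genes, against 72.4%. The nearest hour of iEZR_CA T24 cells was 16.6 h, 15.2 h and 16.9 h with the 1st percentile, all genes and the 500 genes with the largest variance, 13.1 h without subtraction of the ESC mean, and 15.3 to 16.0 h with each library left out, against 15.7 h. At T48 it was 34.8 h with the 500 genes and 33.5 h without subtraction, against 33.9 h. In each of these settings iEZR_CA cells lay behind their sampling time.

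Among single genes, differences near 0 changed sign: Nr5a2 in ESCs with spike-in scaling (0.034) and without WT ESC replicate A11 (0.0025, against -0.040 without WT ESC replicate G11), Tbx3 in ESCs with spike-in scaling (0.0045), Dppa3 in ESCs without iEZR_CA ESC replicate B12 (-0.0021, up to 0.099 with another left out), Otx2 in ESCs without iEZR_CA ESC replicate E12 (-0.019, up to 0.13) and Epha4 at T48 without WT T48 replicate C11 (-0.089, up to 0.26). None of them was past the threshold. Of the other values for single genes, 35 were weaker and 16 stronger, and 1601 kept their direction and side of the threshold. Depth limits what can be said of genes at the floor, such as Fgf5 in ESCs and Saa3 in iEZR_CA cells.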

Differences from the paper's values

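No value that the paper states in its text, figures or tables and that was re-derived here differed by more than the limits set for a difference. The paper's number of highly variable genes is 4832, and 5613 were found here. The closest of the alternatives set before the data were examined gave 5101, with edgeR's log2 CPM in place of log2 normalized counts. PC1 held 72.4% of the variance (about 69% in Figure 3G, read by eye) and PC2 12.8% (about 15%, read by eye). The paper's supplement gives 1165 genes with an interaction at T24 and 1922 at T48, and 1546 and 2412 were found here. DESeq2 with the same thresholds gave 1276 and 2140, and with an adjusted p-value under 0.1 and a mean log2 expression above 5 it gave 869 and 1472.

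Directions were compared as well. For MAPK targets the paper states a reduction over the targets as a whole in iEZR_CA cells. The 10 genes tested here were lower by a median log2 fold change of -0.67 at T24, where the list passed. At -0.24 in ESCs and -0.06 at T48 camera did not call the list. ESCs were kept with a MEK/ERK inhibitor in both lines, so the value in ESCs bears little on the paper's statement. With fry, which does not set a list against other genes, the list passed in ESCs and at T48. At T48, 4 of its genes were higher and 5 lower, so this pass alone does not show a reduction. The 25 targets passed at T48 with a median of -0.41. Over all alternatives the adjusted p ranged from 5.1e-11 to 0.29 in ESCs and from 5.1e-07 to 0.93 at T48. The text does not list the genes that the paper averaged, so whether this is the same measure is open, and the cause of the difference was not tested. Of the 10 genes, Etv4 was higher in iEZR_CA cells at each stage (0.32, 0.26 and 0.36), Spry4 and Phlda1 in ESCs (0.61 and 0.60), Epha4 at T24 (0.91), and Epha2, Phlda1 and Etv5 at T48 (1.57, 1.37 and 0.30). The paper states an impaired expression of early implantation markers, and among these Otx2 was higher at T48 (0.74).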

Other observations

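The tests of explanations in this part were chosen after the results they bear on had been seen.

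A delay along the path of WT cells was weighed as a hypothesis for the lists. The path was read at 15.7 h for iEZR_CA T24 cells and at 33.9 h for T48 cells, and the change of each list from the ESCs of its own line was predicted for that hour as if WT cells changed along a straight course between the sampled times. Of the difference between the lines in this change, the delay gave 68.7% for the naive list at T24 and 86.2% at T48, 95.9% for the early post-implantation list at T24, 94.3% for the general pluripotency list at T48 and 84.6% for the integrated stress response list at T48, and in each of the 3 libraries less than 0.5 of the difference was left over. More than 0.5 of it was left over in each library for the MAPK list, for which the delay predicted 216% of the difference at T24 and 227% at T48, for the SRF and YAP list at T24 (185%) and for the general pluripotency list at T24 (22.3%). The libraries were divided for the SRF and YAP list at T48 (44.5%), the primitive endoderm list at T24 (55.2%) and T48 (63.5%), the early post-implantation list at T48 (67.4%), the integrated stress response list at T24 (69.7%) and mitochondrial mRNA at T24 (85.4%) and T48 (188%). No WT cells were sampled between these times, so their course there is not known, and a delay is left open for every list. Read from the lists alone on the same assumption, iEZR_CA cells stood at 11.9 ± 0.0901 h at T24 and 31.7 ± 0.236 h at T48 by the naive genes (SD, n = 3), and at 15.4 ± 0.568 h and 27.3 ± 3.27 h by the early post-implantation genes. The hours come from the same libraries, so they are not independent of the lists.

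Over all highly variable genes a delay is left open as well. iEZR_CA T24 cells lay off the path by 53.2% of the distance they had moved, against 7.73% for WT T24 libraries, through whose mean the path was drawn. WT T24 cells lay 56.1% off the straight line from WT ESCs to WT T48 cells. Cells that were only delayed could therefore lie well off a path drawn through 3 sampled times. On that straight line iEZR_CA T24 cells lay farther off, by 76.3%, against 55.85% to 56.5% for the WT T24 libraries. No WT cells between the sampled times show how far off it delayed cells would lie.

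Other splits of the libraries were fitted for each count of genes. For each of the 3 contrasts of the lines and each of the 4 contrasts of time, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, but a share under 0.1 cannot be had with 3 libraries against 3. In the same splits, the number of lists past the threshold was 3 of 8 in ESCs, 5 at T24 and 4 at T48. At each stage 1 of 10 splits reached it, but other splits gave up to 2, 4 and 3 lists. The other splits mix the lines unevenly and so keep part of the line difference. Whether camera with a preset correlation calls lists too readily in these data is thus left open. For the interaction at T48, 1 of 100 regroupings gave as many genes as the real 2397 (fitted on the groups compared), and the next gave 2039. For the interaction at T24, 5 of 100 gave as many as the real 1491. The 4 others all exchanged the labels of all 6 libraries of a stage, which leaves the lines apart at that stage, and reached 4565 genes.

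SRF and YAP targets did not differ past the threshold between the lines: the median log2 fold change was -0.35 in ESCs (adjusted p = 0.52 by camera; 0.10 with genes at the floor set to their bound), -0.41 at T24 (adjusted p = 0.59) and -0.31 at T48 (adjusted p = 0.060). Single genes of the list did differ, 5 higher and 4 lower in ESCs, 4 and 8 at T24 and 4 and 7 at T48 by edgeR, with the same counts adjusted over the list alone. Without the genes of the block of chromosome 14, the median in ESCs was 0.024, and the primitive endoderm list passed at T24 (0.45, adjusted p = 0.048 by camera), which it did not with them. Primitive endoderm markers had medians of 0.10 (adjusted p = 0.30 by camera), 0.21 (adjusted p = 0.068) and -0.58 (adjusted p = 0.088), with 5, 5 and 2 genes higher and 4, 1 and 7 lower, the same when adjusted over the list alone. The general pluripotency list was at -0.32 in ESCs (adjusted p = 0.0012), also with an estimated correlation but not with spike-in scaling, with all 3 genes lower, and at 0.02 (adjusted p = 0.59) and -0.11 (adjusted p = 0.82) later.

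Fgfr1 and Msn, whose proteins or knockdown the paper uses in other experiments, and Fgf4 and Fgf5, chosen from general knowledge as FGF genes of these cells, were read from the counts. Fgfr1 (ENSMUSG00000031565, chromosome 8) was higher in iEZR_CA cells at each stage, by log2 fold changes of 0.24, 0.50 and 0.33, on a chromosome with medians of 0.19, 0.24 and 0.20. Fgf4 was lower in ESCs (-0.21) and at T24 (-0.77) and higher at T48 (0.58). Fgf5 had 1050 ± 8.73 normalized counts in WT T24 cells (SD, n = 3) and 122 ± 11.1 in iEZR_CA T24 cells, and 1225 ± 127 and 1336 ± 34.7 at T48. Of the ERM genes, Msn was higher in iEZR_CA cells at each stage (0.99, 0.46 and 0.52). With DESeq2's size factors and with spike-in scaling, Fgfr1, Fgf4 and Msn kept these directions, but with spike-in scaling Fgfr1 and Fgf4 did not pass in ESCs.

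The genes with the largest differences between the lines in ESCs, by the rule set beforehand, were Gm10463, Mid1-ps1 and Gm33027 (higher in iEZR_CA cells) and Saa3, Hprt and Fgf17 (lower). Gm33027 (ENSMUSG00000108713, chromosome 7, 129398102 to 129403090, a long noncoding RNA) had 578 ± 15.3 normalized counts in iEZR_CA ESCs (SD, n = 3) and at most 3 counts in a WT ESC library. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) had 277 ± 4.96 in WT ESCs and no count in iEZR_CA ESCs. Fgf17 had 110.3 ± 24.5 in WT ESCs and 2.42 ± 1.69 in iEZR_CA ESCs, with at most 3 counts in a library there, and lies in the block of chromosome 14. No explanation of the differences of Gm33027 and Saa3 was tested.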
